# Prx1 cell subpopulations identified in various tissues with diverse quiescence and activation ability following fracture and BMP2 stimulation

**DOI:** 10.3389/fphys.2023.1106474

**Published:** 2023-01-30

**Authors:** Yu Liu, Adrian Ilinski, Louis C. Gerstenfeld, Beth Bragdon

**Keywords:** skeletal stem cell, osteogenesis, quiescence, muscle, periosteum, regeneration

## Abstract

The expression of Prx1 has been used as a marker to define the skeletal stem cells (SSCs) populations found within the bone marrow and periosteum that contribute to bone regeneration. However, Prx1 expressing SSCs (Prx1-SSCs) are not restricted to the bone compartments, but are also located within the muscle and able to contribute to ectopic bone formation. Little is known however, about the mechanism(s) regulating Prx1-SSCs that reside in muscle and how they participate in bone regeneration. This study compared both the intrinsic and extrinsic factors of the periosteum and muscle derived Prx1-SSCs and analyzed their regulatory mechanisms of activation, proliferation, and skeletal differentiation. There was considerable transcriptomic heterogeneity in the Prx1-SSCs found in muscle or the periosteum however *in vitro* cells from both tissues showed tri-lineage (adipose, cartilage and bone) differentiation. At homeostasis, periosteal-derived Prx1 cells were proliferative and low levels of BMP2 were able to promote their differentiation, while the muscle-derived Prx1 cells were quiescent and refractory to comparable levels of BMP2 that promoted periosteal cell differentiation. The transplantation of Prx1-SCC from muscle and periosteum into either the same site from which they were isolated, or their reciprocal sites showed that periosteal cell transplanted onto the surface of bone tissues differentiated into bone and cartilage cells but was incapable of similar differentiation when transplanted into muscle. Prx1-SSCs from the muscle showed no ability to differentiate at either site of transplantation. Both fracture and ten times the BMP2 dose was needed to promote muscle-derived cells to rapidly enter the cell cycle as well as undergo skeletal cell differentiation. This study elucidates the diversity of the Prx1-SSC population showing that cells within different tissue sites are intrinsically different. While muscle tissue must have factors that promote Prx1-SSC to remain quiescent, either bone injury or high levels of BMP2 can activate these cells to both proliferate and undergo skeletal cell differentiation. Finally, these studies raise the possibility that muscle SSCs are potential target for skeletal repair and bone diseases.

## Introduction

Bone is a tissue that undergoes continuous remodeling throughout life and possesses the capacity of self-repair after injury or disease-related bone loss. As one of the most common traumatic injuries in humans, fracture imposes a heavy burden on both individuals and society, as it often leads to a decline in quality of life and increased morbidity (Lee et al., 2014). Although the processes of fracture repair are usually biologically robust, approximately 10% of long bone fractures are complicated by delayed healing or non-union (Ekegren et al., 2018) resulting in additional surgical procedures. In addition, heterotopic ossification (HO) is a common complication of trauma, which is characterized by the formation of mineralized bone tissue in soft tissues resulting in stiffening of joints, pain, and impaired movement (Bragdon et al., 2017; Meyers et al., 2019). Therefore, there is a need to develop therapeutic strategies to accelerate normal physiological bone repair as well as to understand the mechanisms behind dysfunctional bone formation like HO. As the appropriate recruitment of skeletal stem cells/progenitor cells is needed for successful bone repair, targeting stem cells/progenitors offers a therapeutic strategy against skeletal dysfunction (Caplan and Bruder, 2001).

To date there is a lack of consensus of cell markers that are unique to SSCs, partially due to the heterogeneity of SSC populations. Advances with genetic mouse models have revealed several markers that can be used to define various populations of SSCs, including Nestin, LepR, Mx1, αSMA, Periostin, Cathespin K, Cxcl12, Prx1 (Méndez-Ferrer et al., 2010; Park et al., 2012; Greenbaum et al., 2013; Zhou et al., 2014; Debnath et al., 2018; Duchamp de Lageneste et al., 2018). Published work along with our studies showed Prx1 expressing cells connote a multi-potential postnatal SSC population that retained its embryonic tissue specification, localized to multiple sites such as bone marrow, periosteum, and muscle within the appendicular regions and contributes to homeostatic maintenance, fracture repair, and HO (Batista et al., 2019; Julien et al., 2021; Bragdon et al., 2022).

Although stem cells from multiple tissue sites can contribute and support fracture repair, growing evidence indicates there is functionally different abilities to support bone regeneration. Many studies leading to the characterization of SSCs rely on bone marrow stromal cells (BMSCs), however, BMSCs may have limited contribution to endogenous skeletal repair (Colnot, 2009). More recently, several studies have suggested the periosteum or the periosteal stem cells (PSCs), rather than bone marrow, as a major cellular contributor to bone regeneration after fracture (Colnot et al., 2012; Ortinau et al., 2019), and exhibit high bone regenerative potential compared to BMSCs in mice models (Debnath et al., 2018). Even with the periosteum, data suggest that osteoblastic differentiation potential differs by location: calvaria periosteum showed less osteogenic potential than tibia (Bilkay et al., 2008). These observations provide evidence that tissue site differences also contribute to the diversity of SSCs. Accumulating evidence is also demonstrating that muscle may contribute to bone regeneration by providing stem cells/progenitors (Schindeler et al., 2009; Lemos et al., 2015). Other than satellite cells, recent studies report the existence of skeletal muscle resident mesenchymal progenitor cells exhibiting multilineage potential and have been shown to express a similar marker profile with BMSCs (Gharaibeh et al., 2008; Wosczyna et al., 2012).

Taken together, these studies indicate the periosteum, muscle and bone marrow contain pools of skeletogenic stem cells/progenitors with distinct functional potentials that vary with the tissue environment. In this study, the Prx1 skeletogenic stem cell populations were isolated from the periosteum and muscle of transgenic mice and transplanted to compare functionality and identify possible regulatory mechanism(s) for bone formation. The heterogeneity between tissue sites and within each tissue was determined with at least three subpopulations identified within each tissue site. These results showed varied proliferation of the Prx1-SSCs derived from the between tissue sites. Using BMP2 and fracture as models of bone formation, the results suggest that the Prx1-SSCs of the muscle are quiescent but when active can contribute to bone formation. This cell population maybe used for future regenerative therapies.

## Methods

### Animals

The wild type C57BL/6J (B6, Jackson Laboratory, Stock 000,664) and transgenic mice, Prx1-CreER/Ai14/Rag1, were used for this study. The Prx1-CreER/Ai14/Rag1 mice was previously described (Bragdon et al., 2022), briefly the strain was established by crossing the Ai14 (007,914, B6. Cg-Gt (ROSA)26Sor^tm14(CAG-tdTomato)Hze^/J), with Prx1-Cre/ERT2-EGFP (provided by Dr. Shunichi Murakami (Kawanami et al., 2009)) and with the Rag1 (002,216, B6.129S7-Rag1^tm1/MOM^/J). These transgenic Ai14 reporter animals express CreER under control of the Prx1 promoter, labeling Prx1 cells and their progeny with dTomato. Experiments included both male and female mice aged 8–12 weeks. All animal studies were approved by the Institutional Animal Care and Use Committee at Boston University (IACUC) and housed and bred at the BU Animal facilities under standard conditions.

### Tamoxifen

Tamoxifen (T5648, Sigma, 100 mg/mL) was prepared in corn oil (Sigma), sterile filtered (25 mM syringe filter), and stored at −80°C. Mice were injected with two doses of tamoxifen (10 mL/kg) intraperitoneally with a gap of 48 h between injections. Days post injection was calculated from the last tamoxifen injection.

### Isolation of primary cells

Three days following tamoxifen treatment, bone marrow, periosteum, and muscle-derived cells were harvested from hindlimbs of Prx1-CreER/Ai14/Rag1 mice. Soft tissue was carefully removed from the femur and tibia not to disrupt the periosteum. The skeletal muscles surrounding the femurs were dissected from tendon to tendon. In a Petri dish with ice-cold PBS, fat and tendon were removed, and tissues were minced using razor blades. Then the bone epiphyses were removed, and bones were flushed with basal medium (aMEM, 10% FBS, 1% Anti-anti) to isolate bone marrow-derived cells (Bragdon et al., 2015). Finally, periosteum was removed from the bone surface using a dissecting microscope and by scrapping the bones. Both the periosteum and muscle required digestion to get individualized cells. The digestion buffer consisted of αMEM (12,571–063, Gibco), Collagenase P (1 mg/mL, 11213873001, Roche), and DNase I (2 units/mL, 04716728001, Roche). Muscle was allowed to be digested for 1 hour at 37°C with agitation, while the periosteum was digested for 20 min using the same conditions. Digested tissues were then pipetted and filtered through 70-µm (22363548, Fisher Scientific) and 40-µm (22363547, Fisher Scientific) nylon mesh strainers. Cells were centrifuged for 5 minutes at 230 g and re-suspended in basal medium.

### Fluorescence assisted cell sorting

Cell sorting was performed on MoFlo Astrios (Beckman Coulter Life sciences) located in the Flow Cytometry Core at Boston University. Beads (01–2222-42, Thermo Fischer) were used for initial compensation set up and FMO controls were used to determine background level of each color. Sorted cells were analyzed in the forward scatter channel (FSC) to assess cell size. Data are presented as representative histograms. Antibodies for FACS included CD45-PECy7 (1:400, 25–0451-82, Invitrogen), CD105-APC (1:100, 120,414, BioLegend), CD200-BV421(1:50, 565,547, BD Biosciences). Directly following primary cell isolation, cells were washed with the sorting buffer (PBS, 2% FBS and 1 mM EDTA). Cells were then incubated on ice in the dark for 20–30 min with antibody solution (combination of antibodies prepared in sorting buffer). After washing cells 2–3 times with sorting buffer, cell viability marker, DAPI (0.2ug/mL, D1306, Invitrogen) was added before sorting. Three distinct subpopulations were isolated by this sorting strategy. They were P1 (Prx1+ CD45^−^ CD105- CD200+), P2 (Prx1+ CD45^−^ CD105- CD200-) and P3 (Prx1+ CD45^−^ CD105+ CD200 ^variable^).

### Cell culture and in vitro differentiation

Sorted cells were plated at a concentration of 2000–4000 cells/well in 24 well plate (3527, Corning) in complete Mesencult Medium (05,501, Stem Cell Technologies) with stimulatory supplements (05,502, 05,500, Stem Cell Technologies). Half of the medium was changed on day four after initial plating followed by full medium changes every two to 3 days. Digital photographs of stained cell within tissue culture wells were taken from a fixed distance on a light box for illumination.

Osteogenic differentiation. Once cells reached confluency, cells were cultured in osteogenic differentiation medium (05,504, Stem Cell Technologies). Medium was changed every two to 3 days for 3 weeks. Cells were washed with cold PBS three times and fixed with 2% PFA for 20 min at room temperature. Cells were then washed with distilled water and stained with alizarin red solution (TMS-008-C, Sigma) at room temperature for 30 min. Cells were washed thoroughly with distilled water for at least five times before imaging.

Adipogenic differentiation. Confluent cells were cultured in adipogenic differentiation medium (05,507, Stem Cell Technologies) for 2 weeks with medium changes every two to 3 days. Cells were fixed with 2% PFA for 20 min at room temperature. After fixation, cells were washed with PBS and stained with oil red O solution (3:2 solution with water, O1391, Sigma) at room temperate for 30 min to visualize lipid droplets.

Chondrogenic differentiation. Cells were seeded at 110^5^ cells in 5 μl droplet of complete Mesencult Medium to create a micromass. Two hours after initial plating, chondrogenic differentiation medium (A10071-01, Stem Pro) was added to culture cells. The medium was changed every two to 3 days for 2 weeks and cells were fixed with 2% PFA and rinsed with PBS. Cells were then stained with 1% alcian blue solution (TMS-010-C, Sigma) for 30min, washed three times with 0.1N HCL and then PBS.

### Surgical models

All mice were anesthetized using 4% Isoflurane for induction and maintained at 2%. Hair was shaved, and skin was prepped with betadine. For all surgeries, fascia and skin were sutured using 6–0 and 5–0 plain gut resorbable sutures, respectively. All animals were given Buprenex (0.01 mg/kg) for immediate postoperative pain management, and Baytril (0.01 mL) for infection prophylaxis by subcutaneous injections at time of surgery which continued for 48 h.

#### Implantation of gelatin sponge

The absorbable gelatin sponge (Gelfoam 09–0353-01, Pfizer) was implanted using the same surgical technique previously described (Bragdon et al., 2017). In brief, the sponge was cut to be 1 cm squared and wetted with sterile PBS with various amounts (0-5ug) of bone morphogenetic protein 2 (BMP2, 355-BM, R&D systems). Prx1/Ai14/Rag1 mice received the implants at post-tamoxifen injection day three. The femur was exposed, and the muscle was bluntly separated from the femur. The gelatin sponge was implanted along either the periosteum surface near the mid-diaphysis or within a muscle pouch between the medial gluteal and femoral quadriceps muscle. The fascia was sutured with 6–0 plain gut resorbable sutures (003–2490, ACE Surgical Supply Co) followed by closing of the skin with 5–0 plain gut resorbable sutures.

#### Transplantation

Three days after sponge implantation, the donor mice were euthanized by carbon dioxide inhalation followed by cervical dislocation and the sponge was aseptically removed from the donor. The sponge was then transplanted to the periosteum surface or intramuscular pouch of the C57BL/6J host mouse using the same approach as described above.

#### Closed stabilized fracture

Closed stabilized transverse fractures were generated at the mid-shaft of the right femur (Lybrand et al., 2015). Briefly, the animals were positioned in a supine position and a small incision was created medially at the knee. The patella was moved to the lateral side and a needle syringe was used to ream the bone marrow. A stylet of a 25-gauge spinal needle was then placed into the medullary canal and cut to size. The patella was placed back into position and the incision was closed. A closed transverse fracture was created using the Bonnares and Einhorn method (Bonnarens and Einhorn, 1984; de Giacomo et al., 2014) and the fracture device (Marturano et al., 2008). Following fracture, the sponge was transplanted adjacent to the fracture site.

### Plain film radiography

At time of euthanization, plain-film radiographs were taken using Faxitron MX-20 Specimen Radiography System (Tucson) at 30 kV for 40 s. DF-50 Ultra-speed dental X-ray film (166–6163, Carestream Health) was used. Film was developed using a Konica Minolta SRX-101A film processor (Wayne).

### MicroCT

MicroCT imaging and analysis was performed using post-operative day 24 fractures. Samples were scanned with the Scanco Medical μCT 40 Scanner. The sample was placed in a 20.5 mm conical tube and scanned at 70 kVp and 114 μA with an integration time of 200 m. Reference lines were adjusted manually on individual bones to include the entire callus area. Scans were manually contoured to analyze the fracture and the implant in the muscle using SCANCO Medical software. The threshold used was consistent with previous analysis and was set to detect the presence of mineralized bone (Wigner et al., 2010). Transverse images were reconstructed digitally to generate a 3D image of the callus.

### Histology

Freshly harvested femurs and tibias were fixed with 4% paraformaldehyde (P6148, Sigma) at 4°C for three to 4 days. Samples were washed with PBS and decalcified with 14% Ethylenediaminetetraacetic Acid (EDTA, 6381–92-6, Acros Organics) for 1 week at 4°C. Samples were incubated with 7.5% sucrose/PBS solution followed by 30% sucrose/PBS, then incubated in a 1:1 mixture of 30% sucrose/PBS and Tissue Plus Optimum Cutting Temperature (OCT, 4585, Fisher Healthcare) compound. Each step of sucrose wash was performed on a rotor at 4°C until the samples sank to the bottom of the tube. Samples were embedded using OCT and frozen blocks were preserved at −80°C. Tissues were cut using a Reichert Jung Cryocut 1800 (Wetzlar, Germany) with sections being 8–10 µm thick. Safranin O/Fast green staining was performed to visualize bone and cartilaginous tissue.

### Immunofluorescence

Immunofluorescent staining was done on sections adjacent to Safranin O. Frozen sections were thawed at room temperature and washed with 1X PBS to remove OCT. Sections were blocked for 1 hour with 5% FBS in PBS (blocking buffer). Dilutions of primary antibodies were freshly prepared in antibody dilution buffer (1% BSA in 1X PBS). Sections were incubated with primary antibody at 4 °C overnight. Secondary antibodies Alexa Fluor 488 anti rabbit (1:1000, A21206, Molecular Probes) was added to the sections for one to 2 hours at room temperature protected from the light. Sections were washed with PBS and mounted using Prolong Gold Antifade Reagent with Dapi (P36935, Invitrogen). Controls were performed following the same procedure above, but the primary antibody was absent (Figure S3). Antibodies used: Osterix (1:100, ab22552, Abcam), ColX (1:1000, ab58632, Abcam), Ki67 (1:100, ab16667, Abcam). For the labeling of Osterix, Triton X-100 (0.3%, T8787, Sigma) was added to the blocking buffer and antibody dilution buffer. Images were collected within 24 h using an Olympus BX51 (OlympusAmerica, Inc.) with the 10x and/or ×20 objective and the cellSensDimension software (version 4.1.0.0, Olympus America). At least 10 sections per sample were analyzed. For cell counts, at least 3 sections were selected from each group, and 10–12 images were taken at ×20 magnification and counted as region of interest (ROI). The number of cells per ROI were counted by CellProfiler.

### Bulk RNA-sequencing

Bulk RNA-sequencing (RNA-seq) was performed on sorted P1, P2, P3 populations isolated from bone marrow, periosteum and muscle of mouse femur and tibia. Sample QC, library preparations, sequencing reactions, and initial bioinformatics analysis were conducted at GENEWIZ, LLC (South Plainfield, NJ, United States of America). Samples were sequenced on the Illumina HiSeq instrument using HiSeq Control Software. Raw sequence data (.bcl files) generated from Illumina HiSeq were converted into fastq files and de-multiplexed using the Illumina bcl2fastq v. 2.17 program. One mismatch was allowed for index sequence identification.

Fastq file quality was evaluated with FastQC, followed by read trimming using Trim Galore. STAR was used to generate an alignment (.bam) file. DESeq2 was used for counts quality control and to generate differential gene expression data. Genes with adjusted *p* values less than 0.05 and absolute log_2_ fold changes greater than 1.5 were called as differentially expressed genes (DEGs) for each comparison. A PCA analysis was performed using the “plotPCA” function within the DESeq2 R package. The heat map was generated using heatmap.2 in the R gplots package or Morpheus online tool, where the expression values were normalized per gene over all samples. The GOcircle function from the GOplot R package was used to generate circular plots of representative GOs.

### ATP measurement

ATP levels of freshly isolated and sorted primary cells were measured using an ATP colorimetric assay kit (MAK190, Sigma) according to the manufacturer’s instructions. Briefly, cells were sorted (P1, P2, and P3) and re-counted with a hemocytometer. Approximately 100,000 cells were used to quantify ATP levels from each tissue and subpopulation. Same number of cells was used for the analysis, and quantitation was done from four independent replicates.

### Statistics

Data are presented as mean ± standard deviation (s.d.) and were obtained from at least three samples for each group. Statistical significance was reported from GraphPad Prism v9.3.1. In all experiments, *p* values < 0.05 were considered significant.

## Results

### Gelatin sponge implantation model to recruit cells and induce ectopic bone

In order to retrieve local cells and directly compare the regenerative potential of cells from different tissue origins *in vivo*, we adapted a previously published method that had been used as a carrier for BMP2 delivery (Bragdon et al., 2017). A gelatin sponge was implanted on either the periosteum or within an intramuscular pouch and used as a method to recruit local cell populations into the sponge. We first assessed cell recruitment and multipotency of the retrieved cells. Prx1/Ai14/Rag mice were used to fluorescently tag the Prx1 expressing cells and at 3 days post-implantation, the sponges were harvested, and histological analysis was performed (Figure 1A). Results showed Prx1-derived cells tagged with tdTomato as well as other cell populations were recruited to the sponges *in vivo* (Figures 1B,C). Cell retrieved within the gelatin sponges could then be successfully removed and cultured *in vitro* for 3–4 weeks with differentiation media to investigate cell differentiation potential. Results showed cells isolated from the gelatin sponges from both locations were able to differentiate toward the osteoblast, chondrocyte, and adipocyte lineages (Figure 1D). This analysis suggests that the gelatin sponge can be used as an efficient model to recruit local cells and maintain the multipotency of cells.

**FIGURE 1:**
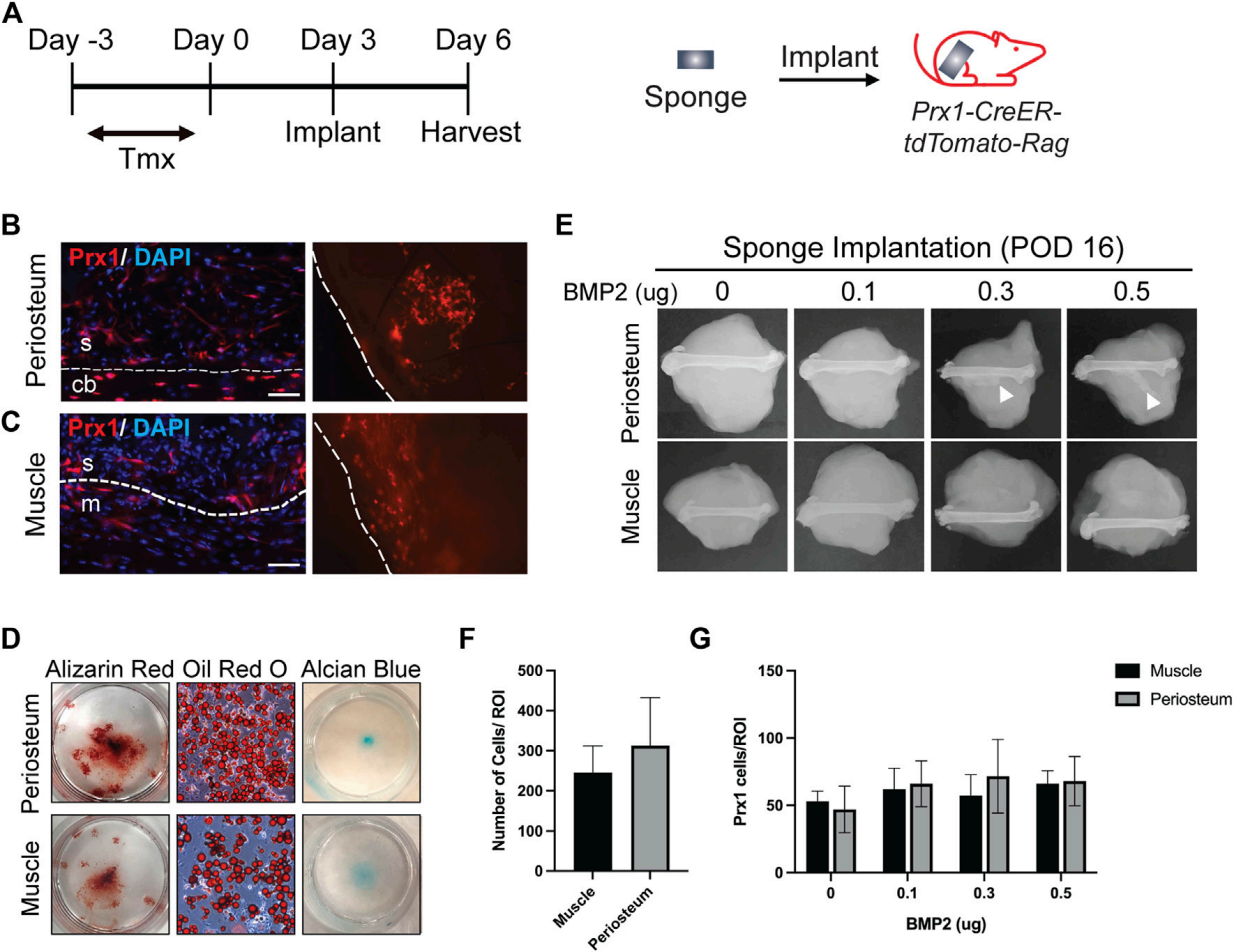
Site Specific Stem Cell Retrieval for *In vitro* and *In Vivo* Assessment of Differentiation Potential **(A)**. Schematic representation of sponge implantation in hindlimbs of Prx1-CreER-tdTomato-Rag donor mice. **(B–C)**. Prx1-tdTomato expression in gelatin sponges that were implanted on the periosteum surface **(B)** or intramusclar pouch **(C)** of Prx1CreER-GFP/Ai14/Rag1 mice. Sponges were harvested after 3 days of implantation. The left images are representative IF staining of the sponges along with surrounding tissues. Right images show tdTomato expression in the sponge that were directly examined under the fluorescent microscope. The sponges are outlined by the dashed lines. Red: tdTomato, blue: DAPI. S = sponge; cb = cortical bone; m = muscle. Scale bars = 50 µm. **(D)** Representative images of *in vitro* differentiation of cells isolated from the sponges implanted on the periosteum or muscle. Cells were cultured in osteogenic, adipogenic, and chondrogenic inducing media to determine differentiation potential. Shown by alizarin red S (osteogenic), Oil red O (Adipogenic), and alcian blue (chondrogenic) staining. **(E)**. Plain film radiography of sponges implanted on the periosteal surface or in the intramuscular pouch of the femur, supplemented with various amount (0–0.5 µg) of BMP2. Sponges were harvested at post-implantation day 16, only the periosteum implants with higher concentration of BMP2 (0.3μg and 0.5 μg) induced ectopic bone (white arrowhead). **(F)**. Quantification of total cells in the sponges from muscle and periosteum. **(G)**. Quantification of Prx1-derived cells tagged with tdTomato in the sponges from muscle and periosteum supplemented with various amount (0–0.5 µg) of BMP2. Data are mean ± s.d.; 3-4 independent experiments.

Since ectopic bone can be induced with BMP2, various amounts of BMP2 were added to the gelatin sponge at time of implantation to assess recruitment of stem cells to the site of implantation and the capacity to form ectopic bone at the differing tissues sites. Ectopic bone was not detected in the periosteal implants with 0 µg or 0.1 µg of BMP2, however it was detected with 0.3 µg and 0.5 µg of BMP2. In contrast, no ectopic bone was found within the muscular implanted gelatin sponges with 0–0.5 µg BMP2 (Figure 1E). In both tissues, similar total number of cells were recruited to the sponges at the time of harvest (Figure 1F). To confirm that BMP2 does not alter Prx1 cell recruitment, Prx1 cells were counted within the gelatin sponge. Gelatin sponge implants at both the periosteal and muscle sites showed similar numbers of recruited Prx1-derived cells (Figure 1G). This indicates that the ability of BMP2 to induce ectopic bone is not due to cell recruitment of these cells into the sponge but primarily due to differentiation potential that BMP2 has, inherent to the site of implantation. Based on these results, the gelatin sponge implant along with BMP2 was used as a screen for examining the abilities of Prx1-derived cells to form bone.

### Differences in the sensitivity of skeletal muscle-derived and periosteum-derived Prx1 to BMP2

Stem cell proliferation and differentiation is highly regulated by external signals, the stem cell niche, and intrinsic factors. It is not clear if the Prx1 cell populations of the muscle and periosteum have similar *in vivo* responses to external stimuli or are intrinsically regulated. Transplant studies using the ectopic bone model were conducted to elucidate functional differences between the muscle and periosteal-derived Prx1 cells. Briefly, 0.5 µg of BMP2 were added to the gelatin sponges and implanted either on the periosteal surface or within the muscular pouch of the Prx1/Ai14/Rag mice. Following 3 days of cell recruitment, the sponges were then transplanted to the wild type B6 host mice, allowing for tracking of the tdTomato tagged Prx1-derived cells from the donor mice into the tissues that formed within the recipient mice.

First, gelatin sponges were transplanted from the donor to the corresponding same tissue site of the host (periosteum cells transplanted to the periosteum or muscular cells transplanted to the muscle, Figure 2A). At day16 post-transplantation, cartilage and bone formation were found in periosteum sponge, as showed by Safranin O staining and x-ray. (Figure 2B, S1). Specifically, the tdTomato tagged Prx1-derived cells survived transplantation and contributed to the bone formation. Immunofluorescence confirmed that these cells differentiated into osteoblasts and chondrocytes (Figures 2C,D). Various amounts of BMP2 were also used, with 0.1 µg of BMP2 being the lowest which was able to induce chondrogenic differentiation of periosteal-derived Prx1 cells at the time of harvest (Figure S2a). However, bone formation was not detected in the muscle transplants, which was similar to the previous results of gelatin sponge implantation with BMP2 (Figures 2E–G, S1, S2b).

**FIGURE 2:**
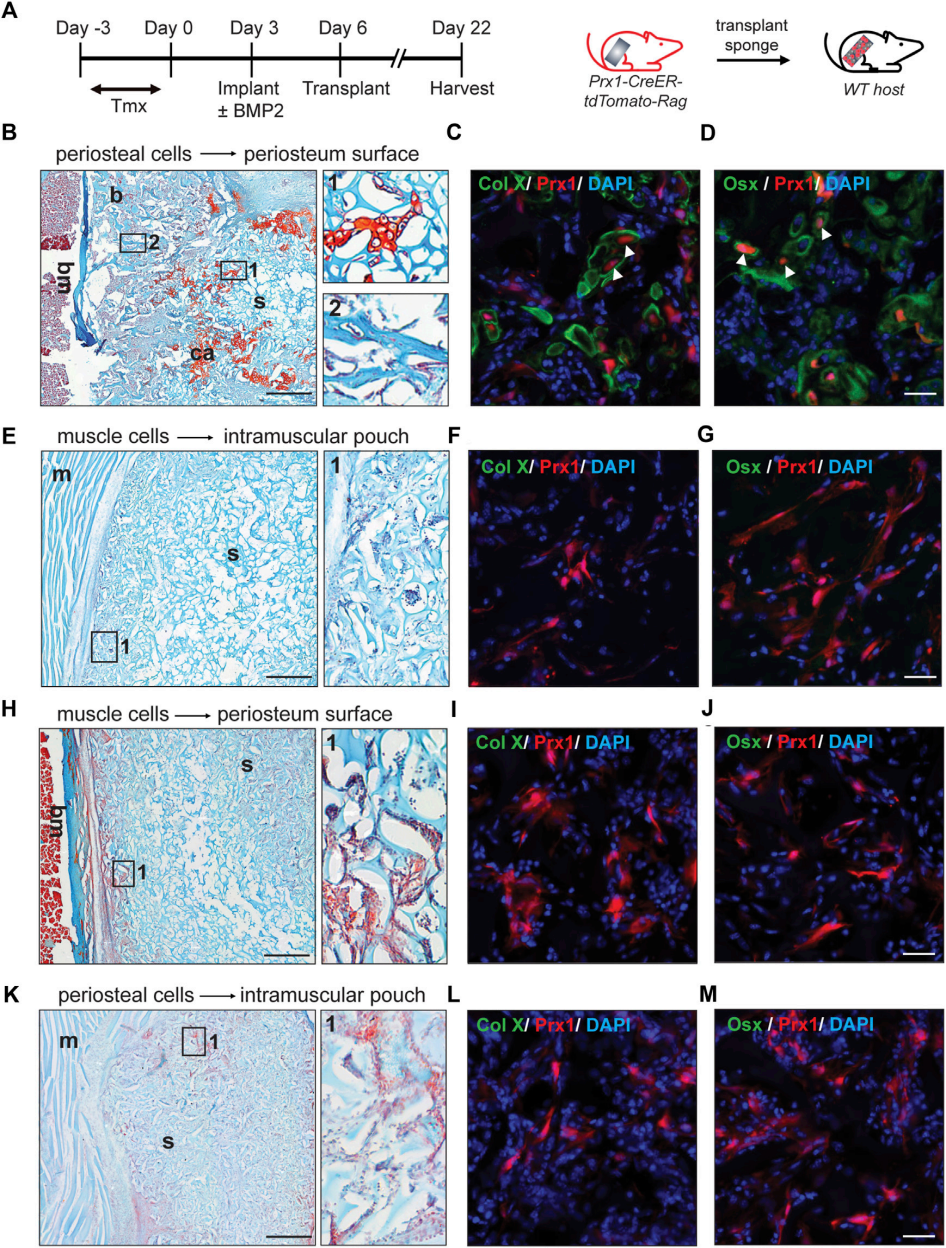
Reaction of periosteal and muscle-derived cells to 0.5 µg BMP2 upon transplantation to the same or different environment. **(A).** Timeline and schematic representation of sponge implantation in hindlimbs of Prx1-CreER-tdTomato-Rag donor mice and subsequent transplantation to B6 host mice. (*n* = 3–5) **(B–D)**. Results of periosteual cells from Prx1 reporter mice transplanted to the periosteal surface of wild-type hosts. **(B)** longitudinal section of the sponge and femur, stained with Safranin O. Right: Enlarged view of boxed regions (1 and 2) shows cartilage and bone formation. **(C–D)**. High magnification of adjacent section in boxed areas were immunostained with cartilage and osteoblast marker. White arrowheads indicate co-labeling of Prx1 derived cells (red) with Collagen X (green) and Osterix (green), nuclei were labeled with DAPI (blue). **(E–G)**. Results of muscle cells from Prx1 reporter mice transplanted to the intramuscular pouch of wild-type hosts. Right: Enlarged view of boxed region 1, shows no bone or cartilage formation. **(F–G)**. Adjacent section immunostained with Collagen X and Osterix (green). **(H–J)**. Results of muscle cells from Prx1 reporter mice transplanted to the periosteum surface of wild-type hosts. **(H)** longitudinal section of the sponge and femur, stained with Safranin O. Right: Enlarged view of boxed regions. **(I–J).** Adjacent section immunostained with Collagen X and osterix (green). **(K–M)**. Results of periosteum cells from Prx1 reporter mice transplanted to the intramuscular pouch of wild-type hosts. Right: Enlarged view of boxed region 1. **(L–M)**. Adjacent section immunostained with Collagen X and Osterix (green). Scale bar = 500 μm for Safranin O, 25um for IF staining. Bm = bone marrow; b = bone; ca = cartilage; s = sponge; m = muscle. Images are representative of 3-5 independent experiments.

Next, the gelatin sponges were transplanted to a different tissue site of wild-type hosts. The muscle implant of the donor mice was transplanted to the periosteum surface of the wild type B6 host mice. Although haematopoetic elements were found on the edge of sponges, no bone or cartilage tissue was detected (Figure 2H, S1). However, histology showed the tdTomato tagged Prx1-derived cells were present and survived (Figures 2I,J). Similarly, no bone or cartilage tissue formed with the periosteal implant of the donor mice transplanted to the intramuscular pouch of the wild-type B6 mice (Figure 2K, S1). Again, the tdTomato tagged Prx1-derived cells were present within the sponge and survived surgery (Figures 2L,M). Varying the amount of BMP2 did not induce ectopic bone formation for the transplant study with the different tissue sites (Figure S2c,d).

Previous results suggested that increased amounts of BMP2 were needed to induce ectopic bone formation within the muscle using a gelatin sponge (Bragdon et al., 2017). Therefore 5 µg of BMP2 was used with the gelatin sponge implanted into the muscular pouch followed by transplant to either a muscular pouch or periosteum surface of the wild type B6 host mice. Following transplantation, bone tissue was detected at both the periosteal surface and within an intramuscular pouch (Figures 3A,C). The tdTomato tagged Prx1-derived cells differentiated into osteoblasts and contributed to ectopic bone formation (Figures 3B,D). These results suggest that BMP2 is an extrinsic factor that is crucial to the Prx1 cell population, intrinsic regulation on BMP2 sensitivity also plays a role in cell fate determination.

**FIGURE 3:**
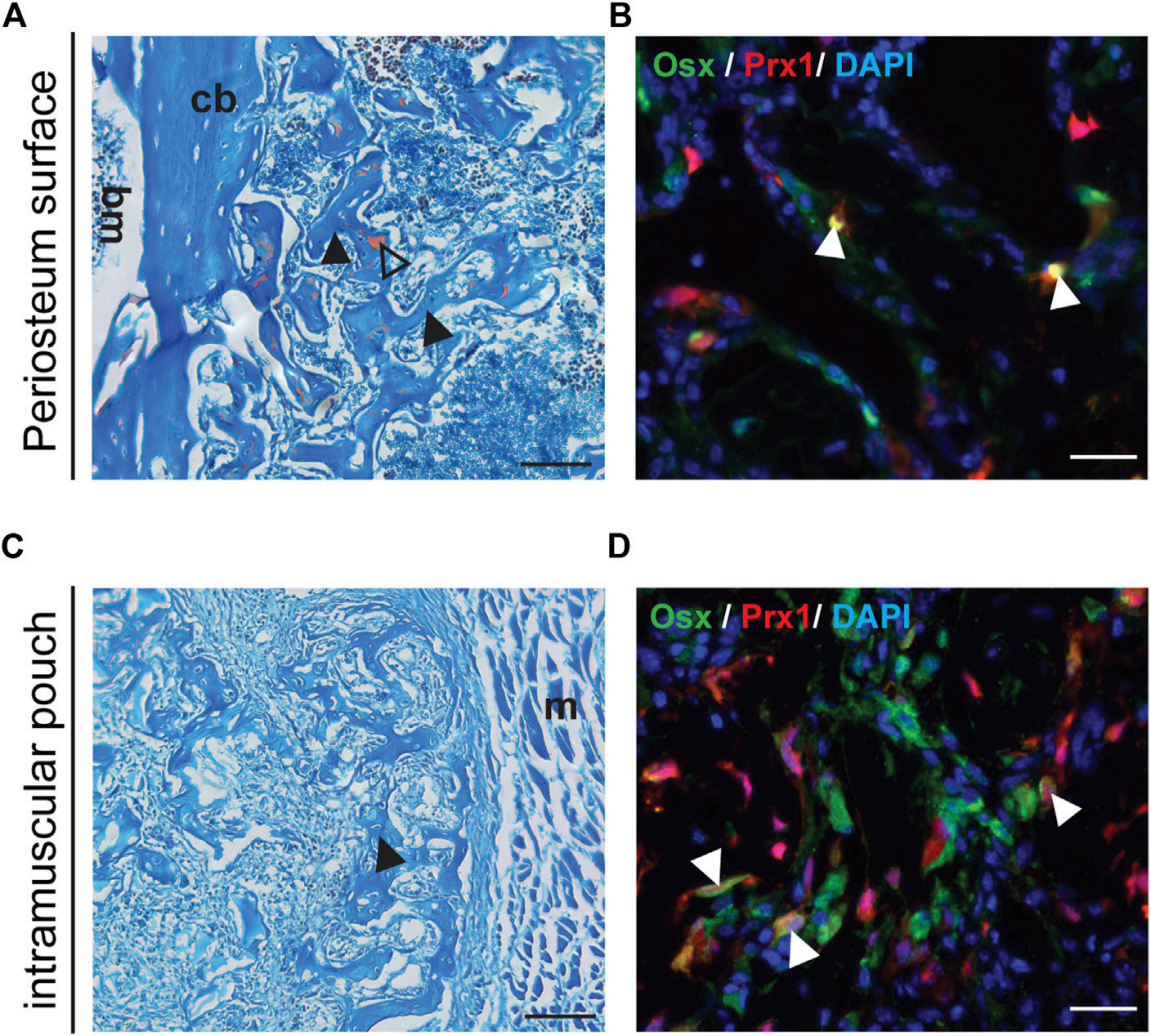
Transplanted Muscle-derived cells were able to form bone on periosteal surface and in muscle pouch with 5ug BMP2. Representative Safranin O and IF staining of the 5 µg BMP2 treated sponge with surrounding tissue at Day16 post-transplantation. Safranin O staining **(A, C)**, the black arrowheads indicate bone formation within the sponge, triangle shows cartilage formation. IF staining **(B, D)**, the white arrowheads indicate co-labeling of Prx1 derived cells (red) with osterix (green), nuclei were labeled with DAPI (blue). **(A, B)**. Results of muscle cells from Prx1 reporter mice transplanted to the periosteum surface of wild-type hosts. **(C, D)**. Results of muscle cells from Prx1 reporter mice transplanted to the muscle pouch of wild-type hosts. Scale bar = 100 μm for Safranin O, 25 µm for IF staining; bm, bone marrow; cb, cortical bone; m, muscle. Images are representative of 3 independent experiments.

### Molecular profiling of the Prx1 cells from different skeletal tissues

Prior to investigating the intrinsic differences between the Prx1 expressing cell populations of the periosteum and muscle, fluorescence-activated cell sorting (FACS) was used to determine the heterogeneity of the cell population. In addition to periosteum and muscle, Prx1-expressing cells were also isolated from the bone marrow, the cell population most prevalently used to investigate multi-potent cells (Figure 4A). Results showed the percentage of tdTomato tagged Prx1 derived cells were significantly higher from the muscle tissue (22.49 ± 8.03%) in comparison to periosteum (1.58 ± 0.75%) and bone marrow (0.1155 ± 0.04%). Considering the abundant number of hematopoitic cells in the bone marrow, the Prx1 percentage was also calculated based on CD45-population. Within the non-hematopoietic population isolated from the muscle, periosteum and bone marrow, the percentage of Prx1 cells were 33.22 ± 9.70%, 5.58 ± 1.70%, and 0.58 ± 0.13% (Figure 4B). Overall, Prx1-expressing cells have the highest fraction in skeletal muscle, which aligns with the observations we obtained from our previous histological analysis (Bragdon et al., 2022).

**FIGURE 4:**
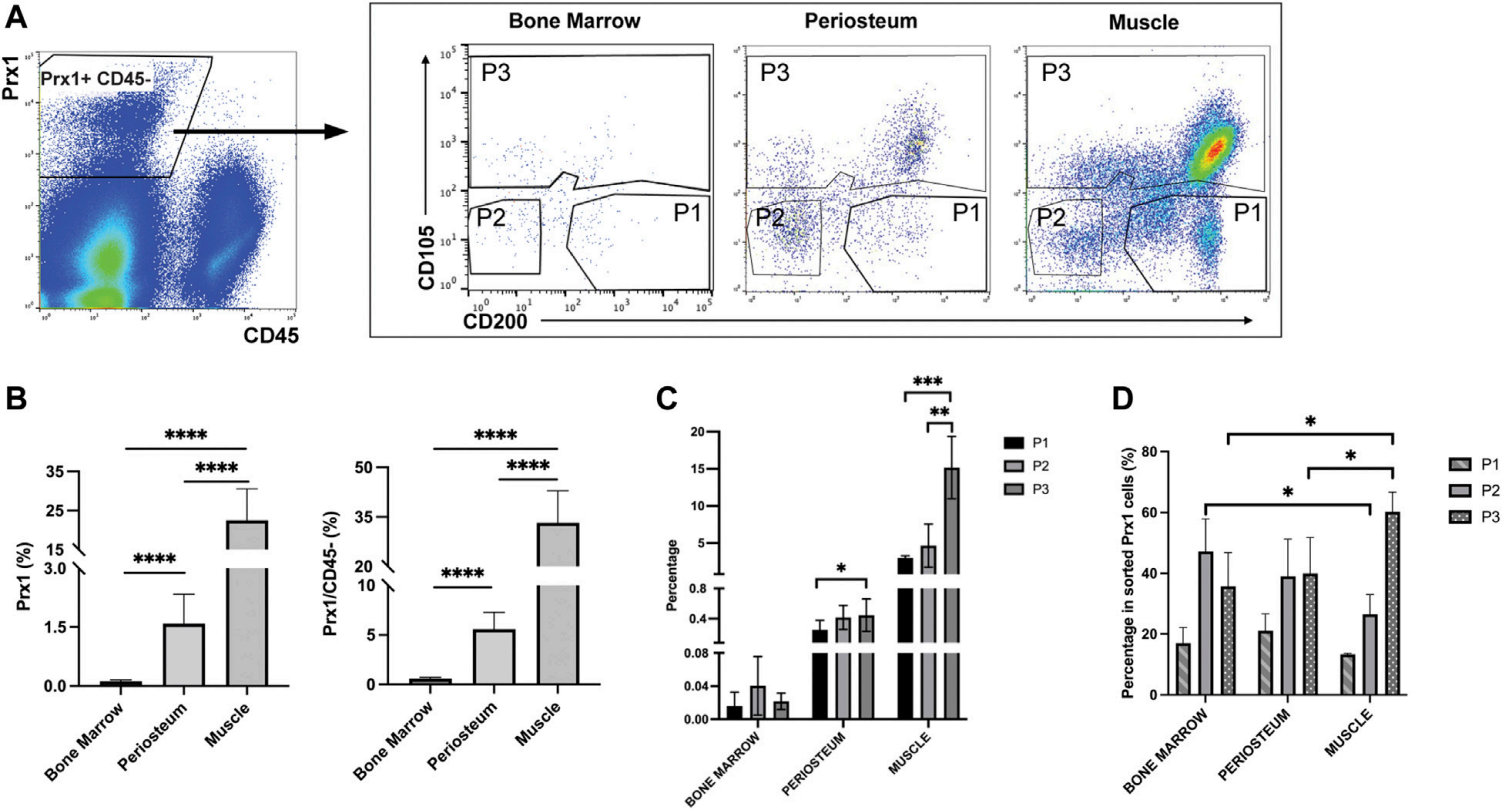
Flow cytometry analyses of bone marrow, periosteum and muscle cells isolated from Prx1CreER-GFP/Ai14/Rag1mice. **(A)**. Prx1-derived cells were harvested based on tdTomato expression. After excluding CD45^+^ cells, 3 subpopulations were subsequently isolated based on CD105 and CD200 expression. **(B)**. Quantification of Prx1+ cells harvested from bone marrow, periosteum and muscle. The percentages were calculated based on live cells or CD45-cells. **(C)**. Percentage of P1, P2, P3 cells of all live cells harvested from bone marrow, periosteum and muscle. **(D)**. Percentage of P1, P2, P3 cells of Prx1+ population harvested from bone marrow, periosteum and muscle. One-way ANOVA was performed followed by Tukey test to assess statistical significance. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. *n* = 6. Data represent mean ± SD.

Recently, several cell surface proteins have been identified and utilized to isolate and enrich unique subsets of SSC/progenitor cells from different tissue niches and have included CD200, CD105, along with ITGAV, Cathepsin K (Chan et al., 2009; Chan et al., 2015; Gulati et al., 2018). These studies indicate that CD200+ CD105-cells represent the SSC population, while CD105+ and CD105-CD200-cells represent more committed populations. To further explore the heterogeneity of Prx1-derived cell populations, CD105 & CD200 were used as additional markers to distinguish Prx1 subsets of cells. Fractionated Prx1-tdTomato cells were enriched through the negative selection of hematopoietic cells (CD45^−^), then three subsets of skeletal stem and progenitor populations were isolated and used for analysis, P1 (CD105- CD200+), P2 (CD105- CD200-) and P3 (CD105+ CD200 variable) (Figure 4A). Percentage of Prx1 subsets followed the same trends as Prx1 population in different tissues, with highest percentages in muscle and lowest in bone marrow (Figure 4C). Overall, P1 showed the lowest proportion of Prx1-derived cells among all tissues (Figure 4D). Both Prx1 and the P1 subpopulation had the largest distribution in muscle.

Next, bulk-RNA sequencing analysis was utilized to define the distinct transcriptomic properties of the Prx1-derived cells. 

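For the sequencing, Prx1-tdTomato cells without CD45 were sorted as P1, P2 and P3 from bone marrow, periosteum and muscle, 3 days after tamoxifen. Muscle was digested for 60 minutes and periosteum for 20 minutes, and bone marrow was flushed. Each of the 9 groups had 3 replicates, which gave 27 libraries made with SMART-Seq and Nextera XT kits. The legend of Figure 5A gives 3 mice per group. The deposited description says that the samples came from the same animals and does not say which animal gave which library. The tests treat the libraries as independent, although libraries from 1 animal are not. The authors trimmed the reads, aligned them with STAR and normalized the counts. Their table lists normalized counts for 30153 genes in every library. The paper's text does not name the genome build, the annotation or the counting tool. Positions given for genes are those of GENCODE M21 (GRCm38), in which 29732 of the listed identifiers were found. The sum of the normalized counts of a muscle library was 11201589.99 to 12278909 in P1 (median 11700542), 18122186 to 18810127 in P2 (median 18589819) and 10547533 to 11495243 in P3 (median 11262073). Periosteum libraries summed to 12840142 to 13822736 in P1 (median 13708376), 13986188 to 24062769.7 in P2 (median 18890729.7) and 9977798 to 11976931 in P3 (median 10086124). In bone marrow the sums were 16749870.5 to 22029826 in P1 (median 17808175), 17677482 to 26230908 in P2 (median 18645211) and 8631881 to 10307689 in P3 (median 9800628). Between 12396 genes (periosteum P3, replicate 2) and 21675 genes (bone marrow P2, replicate 3) had a value above 0. The value that stands for 1 read was estimated at 0.455 to 2.93 depending on the library, which limits the precision of low values. The steps between values differed from gene to gene within a library, and whole reads could not be recovered. For this reason no test that needs read counts was run and no counting error is given. Genes with a value of at least 10 in at least 3 libraries were kept, which left 18442. Fold changes were estimated with limma on log2(normalized count + 1), with 1 mean for each of the 9 groups. The spread of a gene was estimated once and shared by all 9 groups. The p values were adjusted by the Benjamini-Hochberg method over the 18442 genes. Differentially expressed genes (DEGs) were called at the thresholds of the paper, an adjusted p below 0.05 and an absolute log2 fold change above 1.5. In a comparison of tissues the 3 subpopulations of each tissue weighed equally, and in a comparison of P1 with P2 and P3 the last 2 were averaged. Pearson's r between replicates of a group, across genes on the log2 scale, was 0.806 to 0.957 in muscle, 0.762 to 0.92 in bone marrow and 0.492 to 0.782 in periosteum.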

Transcriptional analysis showed the Prx1-derived cells harvested from the three tissues were broadly different (Figure 5A). Additionally, gene ontology (GO) analysis for biological processes of three tissues suggested that terms indicating ossification, mineralization and bone formation were more commonly associated with bone marrow and periosteum when compared with muscle. 

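Principal component analysis used the 500 genes with the highest variance of log2(normalized count + 1). The first component held 40.3% of their variance and the second 16.9%. On the first component the 9 muscle libraries lay between -80.1 and -47.6, the 9 periosteum libraries between -21.6 and 52.4, and the 9 bone marrow libraries between 45.8 and 88.5. With all 18442 genes in place of 500, the share of the first component was 20.9%, the largest move among the alternatives tried. Tissue accounted for 24.7% of the variance of all 18442 genes (one-sided permutation test of the between-group sum of squares, p = 1e-05, the smallest that 100000 permutations can give). Muscle differed from periosteum in 3767 DEGs, of which 3178 were higher in muscle and 589 lower. Between muscle and bone marrow there were 4005 DEGs, 2012 higher in muscle and 1993 lower. Periosteum and bone marrow differed in 3837 DEGs, 740 higher in periosteum and 3097 lower. The median log2 fold change of all genes tested was 0.56, -0.097 and -0.69 in these 3 comparisons, and the split into higher and lower genes depended on the scaling. After quantile normalization of the log2 values, 1915 genes were higher and 1971 lower in muscle than in periosteum, and 1582 were higher and 1574 lower in periosteum than in bone marrow. A fit with 1 mean per tissue and no term for the subpopulations moved the counts most, to 1950, 2527 and 1961 DEGs. Among DEGs whose libraries on the 2 sides did not overlap, Mb, Adssl1 and Xirp1 had the largest log2 fold changes of muscle against periosteum, 8.27, 8.03 and 7.92. These 3 values depend on the pseudocount, since Mb reached 989 ± 259.6 in P1, 15687 ± 4800.5 in P2 and 21.5 ± 4.15 in P3 of muscle against at most 6.18 ± 6.75 in a periosteum group (SD, n = 3). Col9a3, R3hdml and Mia were lowest in muscle against periosteum, with -8.22 (standard error 0.94, adjusted p = 9.44e-07), -7.59 (standard error 0.84, adjusted p = 6.29e-07) and -7.40 (standard error 0.68, adjusted p = 3.95e-08). Against bone marrow, Ckm, Cxcl1 and Ccl11 rose most in muscle. The Ckm level was 2047 ± 753 in P1, 183438 ± 15364 in P2 and 178 ± 55.4 in P3 of muscle and was listed at 0 in P1 and P2 of bone marrow. Ngp, S100a9 and S100a8 had the lowest log2 fold changes of that comparison, -10.94 (standard error 1.51, adjusted p = 5.3e-06), -10.11 (standard error 1.39, adjusted p = 4.96e-06) and -10.00 (standard error 1.28, adjusted p = 1.83e-06). Igfbp6, Mgp and Col9a3 rose most in periosteum against bone marrow, with log2 fold changes of 10.35, 9.97 and 9.66. Tubb1, Hk3 and Rgs18 were listed at 0 in all 9 periosteum libraries, and their means in bone marrow P2 were 1345 ± 1053, 752 ± 397 and 588 ± 447 (SD, n = 3).

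**Figure D1:**
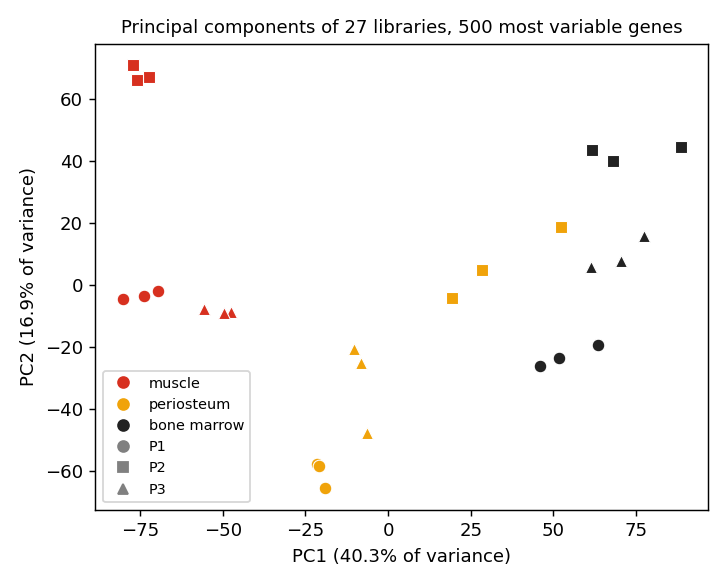
Each point is 1 of the 27 libraries, placed by its scores on the first (x axis, 40.3% of variance) and second (y axis, 16.9%) principal component of the 500 most variable genes, with color for the tissue and shape for the subpopulation. Muscle lies at -80.1 to -47.6 on the first component and bone marrow at 45.8 to 88.5.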

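The GO analysis was not repeated, and lists of genes for ossification, cartilage and the myofibril were tested in its place with limma's camera, with Benjamini-Hochberg adjustment over 12 list tests. The 30 ossification genes tested had a mean log2 fold change of -2.08 in muscle against periosteum (adjusted p = 9.76e-19), with 25 genes lower in muscle and 17 of them past the threshold for DEGs. In muscle against bone marrow the mean of the list was -1.78 (adjusted p = 0.000289), with 18 DEGs lower in muscle and 1 higher. Of the 31 ossification genes in the table, 7 also belong to the osteogenic genes of Figure 5D. The 5 ossification genes with the highest mean level were Col1a2, Col1a1, Sparc, Bglap and Bglap2. Col1a1 was at 98729 ± 23738 in P1, 21288 ± 5502 in P2 and 51469.9 ± 9338 in P3 of muscle, at 769474 ± 245157 in P1, 6522 ± 2115 in P2 and 132298 ± 77256 in P3 of periosteum and at 2917819.95 ± 1040482 in P1, 2317 ± 1405 in P2 and 38685 ± 35224 in P3 of bone marrow (SD, n = 3). The cartilage list of 24 genes was lower in muscle than in periosteum, by a mean log2 fold change of -3.98 (adjusted p = 6.53e-26) with 18 DEGs lower and 1 higher in muscle. Relative to bone marrow its mean was higher in muscle, 1.53 (adjusted p = 0.0101), with 10 DEGs higher and 5 lower. Myofibril genes were higher in muscle, with a mean log2 fold change of 6.27 against periosteum (adjusted p = 1.81e-33) and 6.73 against bone marrow (adjusted p = 1.85e-33), and all 34 were DEGs in both comparisons. With the correlation between genes estimated from the data, the alternative that moved these tests most, the cartilage and ossification lists no longer differed between muscle and bone marrow (adjusted p = 0.323 and 0.0771). The other 10 of the 12 list tests had an adjusted p below 0.05 with that setting, and all 12 did with limma's fry.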

Further comparison between bone marrow and periosteum revealed bone marrow-derived Prx1 cells were enriched in GO categories related to “immune response”, indicating a strong immunological modulation ability (Castillo et al., 2007; Jiang and Xu, 2020) (Figure 5B). Collectively, these findings reveal that skeletal stem/progenitor cells from different tissues have distinct molecular profiles and periosteum are more active in bone formation at homeostatic conditions.

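Of the 32 leukocyte genes in the list, 31 were tested, and their mean log2 fold change in periosteum against bone marrow was -5.33 (adjusted p = 1.13e-15, camera). All but 1 of the 31 were lower in periosteum, and 27 were DEGs. The 5 with the highest mean level were S100a8, Ngp, S100a9, Mpo and Lyz2. S100a8 was at 10587 ± 6450.2 in P1, 30429 ± 24222 in P2 and 7399.9 ± 3787 in P3 of bone marrow and at 12.3 ± 18.9 in P1, 11545 ± 19574 in P2 and 193 ± 332 in P3 of periosteum, where the SD between the 3 replicates exceeded the mean in P1, P2 and P3 (SD, n = 3). Lyz2 was at 6461 ± 3747 in P1, 9218 ± 6545 in P2 and 4079.8 ± 1379.7 in P3 of bone marrow. Ptprc, which encodes the CD45 that the sort excluded, had a log2 fold change of -4.55 (standard error 0.63, adjusted p = 1e-05) in periosteum against bone marrow. Its level in bone marrow was 173 ± 98.8 in P1, 610.4 ± 267 in P2 and 232 ± 143 in P3. Without each library in turn, the mean of the leukocyte list stayed between -5.59 and -5.19. In the same comparison the cartilage list was higher in periosteum, with a mean log2 fold change of 5.50 (adjusted p = 1.85e-33) and 18 of 24 genes as DEGs.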

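Between periosteum and bone marrow the ossification list had a mean log2 fold change of 0.30, with 6 DEGs higher in periosteum and 1 lower, a comparison for which no list test was run. Of the 7 osteogenic genes of Figure 5D, Alpl and Spp1 were DEGs with higher levels in periosteum, at log2 fold changes of 1.90 (standard error 0.31, adjusted p = 8.24e-05) and 1.92 (standard error 0.70, adjusted p = 0.0463). The other 5 had log2 fold changes of -0.47 to 0.63 and were not DEGs. These values average the 3 subpopulations. The mean of log2(normalized count + 1) over the 7 genes was lower in periosteum P1 than in bone marrow P1, 13.66 against 14.94. It was higher in periosteum in P2, 9.51 against 7.64, and in P3, 10.96 against 10.01. These differences within single subpopulations were not tested. From the differences between tissues in the principal components and in the GO terms, the paper concludes that skeletal stem/progenitor cells of each tissue have a distinct molecular profile and that those of the periosteum are more active in forming bone at homeostasis.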

**FIGURE 5:**
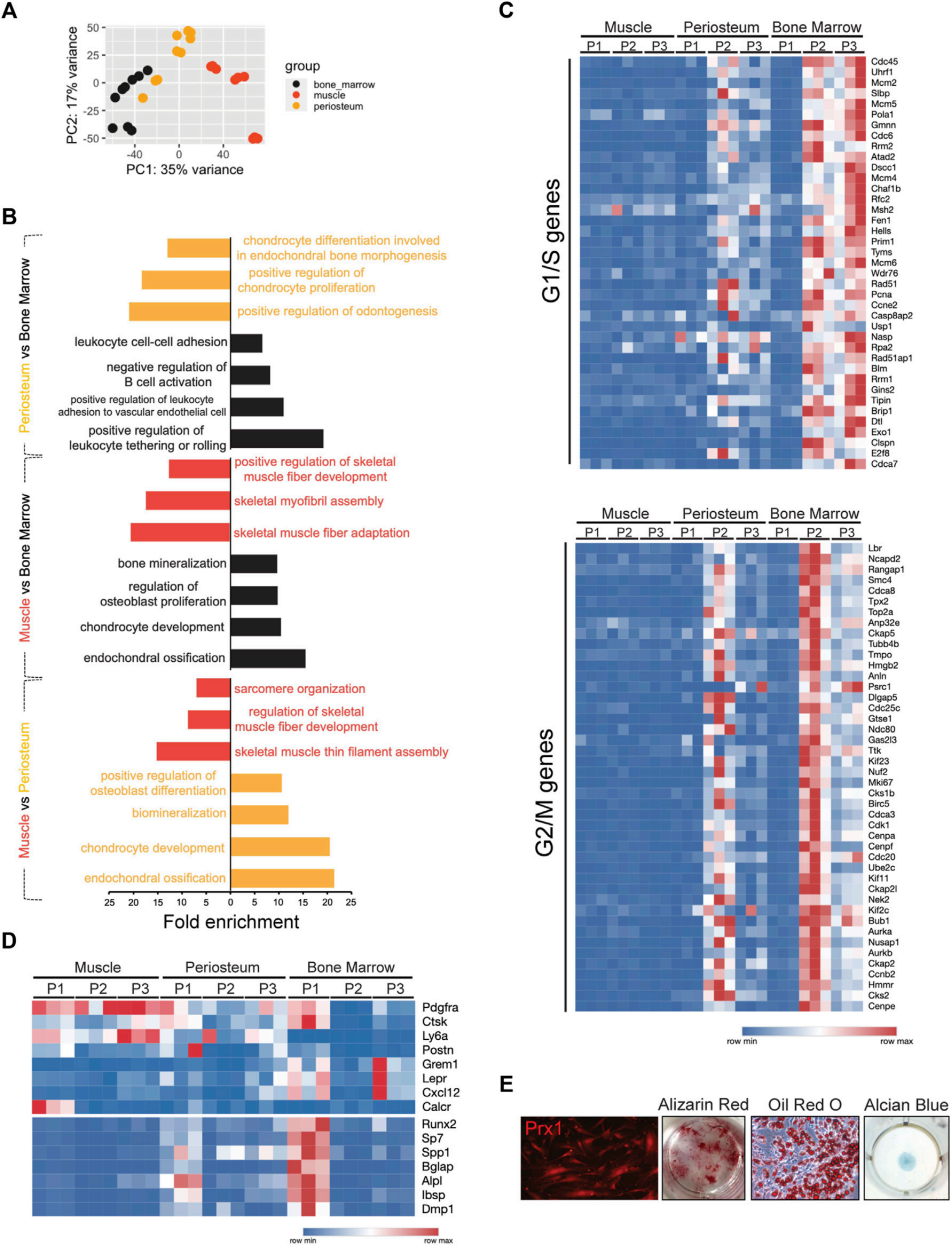
Bulk RNA-seq analysis of Prx1-derived cells from bone marrow, periosteum, and muscle. **(A)**. Principal component analysis of RNA-seq following FACS of Prx1-derived three subpopulations from bone marrow, periosteum and muscle tissues. *n* = 3 mice per group. **(B)**. GO analyses of Prx1 cells from three tissues: periosteum vs. bone marrow, muscle vs. bone marrow, muscle vs. periosteum, respectively. **(C)**. Heatmap of expression of the cell cycle-related genes in Prx1 subpopulations from bone marrow, periosteum and muscle. **(D)**. Heat map of gene expression in Prx1 subpopulations from bone marrow, periosteum and muscle. **(E)**. Images of cultured muscle-resident Prx1-derived P1 cells. Left to right: images of cells at Day21 post-harvest; Alizarin red, oil red O and alcian blue staining of cells. N = 5

To achieve a better understanding of the similarities and differences between the subsets of Prx1-derived cells at the transcriptomic level, comparison between subpopulations was performed. 

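Within each tissue, the share of the variance of all 18442 genes that the 3 subpopulations accounted for was 56.7% in muscle, 37.1% in periosteum and 67.8% in bone marrow (one-sided exact permutation test over 280 splits of 9 libraries, p = 0.00357 in each, the smallest the design allows). Among the alternatives, a pseudocount of 0.1 lowered these shares most and one of 5 raised them most, and the muscle share ranged from 51.1% to 62.5%. On the second principal component, the muscle libraries lay at -4.67 to -1.87 for P1, 66.2 to 70.9 for P2 and -9.1 to -7.96 for P3. Periosteum P1, P2 and P3 lay at -65.8 to -57.8, -4.13 to 18.5 and -47.7 to -20.7. For bone marrow the ranges were -26.1 to -19.4, 40 to 44.4 and 5.86 to 15.7. P1 differed from P2 and P3 over all tissues in 2683 DEGs, 1268 higher in P1 and 1415 lower. Within single tissues there were 193 DEGs in muscle, 1690 in periosteum and 3494 in bone marrow, where the median log2 fold change of all genes was -0.39. With the groups of 1 tissue fitted alone, the setting that moved these counts most, they were 907, 216 and 5720. The main fit shares the spread of a gene over all 9 groups. Replicates were less alike in periosteum (r of 0.492 to 0.782) than in muscle (0.806 to 0.957). The order of muscle and periosteum therefore depends on this sharing. Without periosteum P2 replicate 1 the count of periosteum was 2561 and without periosteum P1 replicate 1 it was 1118. The bone marrow count fell to 2185 without bone marrow P1 replicate 2 and to 2308 without replicate 1. Tests of the difference between tissues found 450 genes whose change from P2 and P3 to P1 was not the same in periosteum as in muscle, and 1366 for bone marrow and muscle. The markers used for sorting differed between the sorted groups. Cd200 was at 6725 ± 684 in P1, 50 ± 26.3 in P2 and 609.7 ± 256 in P3 of bone marrow and at 2287 ± 1149.5 in P1, 396 ± 617 in P2 and 7270.5 ± 949.8 in P3 of muscle. Eng, which encodes CD105, was at 81.6 ± 66.7 in P1, 94.6 ± 80.2 in P2 and 1195 ± 494 in P3 of bone marrow and 309 ± 114 in P1, 359.7 ± 212 in P2 and 5404 ± 795 in P3 of muscle (SD, n = 3).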

Besides tissue dissimilarities, analysis of Prx1 subpopulations demonstrated that Prx1-derived cells are heterogeneous, in which three subpopulations clustered separately based on principal component analysis (PCA) and expressed distinguished sets of genes (Figure S4), indicatingthe identification of truly distinct subpopulations of the Prx1 cell populations isolated from three separate tissues. We next performed GO analysis that compared P1 *versus* progenitor populations P2 and P3 across all tissues, results showed P1 expressed “ossification” and “osteoblast differentiation” gene sets, suggesting these cells play an important role in bone formation. In contrast, P2/P3 were enriched in GO categories, such as “cell cycle”, “DNA-replication-dependent nucleosome assembly” and “cell division” (Figure S5a). 

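The 30 ossification genes had a mean log2 fold change of 3.83 in P1 against P2 and P3 over all tissues (adjusted p = 9.36e-32, camera), with 29 genes higher in P1 and 26 of them DEGs. Taken within periosteum the mean was 3.34 with 15 DEGs higher in P1, and within bone marrow it was 5.81 with 25. In Sparc the level was 306804 ± 71936 in P1, 77515 ± 27814 in P2 and 75024 ± 21912 in P3 of periosteum and 566055 ± 42695 in P1, 534 ± 81.4 in P2 and 14398 ± 2706 in P3 of bone marrow (SD, n = 3). All 7 osteogenic genes of Figure 5D were DEGs over all tissues, with log2 fold changes between 2.33 and 7.30. Among DEGs of this comparison whose P1 libraries did not overlap with those of P2 and P3, the largest log2 fold changes were 4.03 for Pcsk6, 3.96 for Serpinf1 and 3.80 for Ckb. Serpinf1 was at 26652 ± 4201 in muscle P1, 56608 ± 8793 in periosteum P1 and 114232 ± 29311 in bone marrow P1. No DEG lower in P1 was free of such overlap.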

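All 83 genes of the G1/S and G2/M signatures had a lower level in P1 than in P2 and P3 over all tissues, and 70 of them were DEGs. Their mean log2 fold change was -2.78 (adjusted p = 9.83e-42, camera). Within periosteum 24 of the 39 G1/S genes and 32 of the 44 G2/M genes were DEGs with lower levels in P1, and within bone marrow 35 and 40 were. In muscle the only DEG among the 83 genes was Gmnn, a G1/S gene named here after its value was seen, and 9 G2/M genes had an unadjusted p below 0.05. Against P2 alone, 6 G2/M genes were DEGs in muscle P1, all lower, and 5 G1/S genes were, 3 higher and 2 lower. Against P3 alone no gene was a DEG, with 3 G1/S and 3 G2/M genes at an unadjusted p below 0.05. Pcna was at 992 ± 176 in P1, 7098 ± 2302 in P2 and 3049.9 ± 157 in P3 of periosteum, at 505 ± 154 in P1, 7847 ± 2637 in P2 and 7389 ± 1992 in P3 of bone marrow and at 842 ± 171 in P1, 533 ± 72.4 in P2 and 824 ± 125 in P3 of muscle (SD, n = 3).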

To gain further understanding of cell-cycling features, transcriptomes were compared to available datasets assembled from the signatures of cell-cycle G1/S and G2/M phases (Tirosh et al., 2016). 

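A score was computed for each library as the mean of log2(normalized count + 1) over the 39 G1/S genes or the 44 G2/M genes of Figure 5C. The G1/S score of P1 was 6.10 ± 0.27 in muscle, 5.61 ± 0.61 in periosteum and 6.38 ± 0.41 in bone marrow (SD, n = 3). The G2/M score of P1 was 5.61 ± 0.43, 5.24 ± 0.87 and 7.14 ± 0.49 in the same tissues. Rrm2, the G1/S gene with the highest mean level, was at 99.9 ± 54.2 in muscle P1, 336 ± 106 in periosteum P1 and 473 ± 444 in bone marrow P1.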

We found that P1 in all three tissues were quiescent with low expression in G1/S and G2/M genes. By contrast, P2/P3 from bone marrow and periosteum were relatively active (Figure 5C). 

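In bone marrow the G1/S score was 10.71 ± 0.26 in P2 and 10.85 ± 0.48 in P3 (SD, n = 3), and the mean of both exceeded P1 by 4.40 (two-sided exact permutation test, p = 0.0119, the smallest for 3 libraries against 6, adjusted p = 0.0167 over 14 cell cycle tests). In periosteum the scores were 9.17 ± 0.37 and 8.42 ± 0.91 and the difference was 3.19 (exact p = 0.0119, adjusted p = 0.0167). The G2/M score was 11.76 ± 0.40 in P2 and 10.61 ± 0.38 in P3 of bone marrow, a difference from P1 of 4.04 (exact p = 0.0119, adjusted p = 0.0167). In periosteum it was 10.85 ± 0.25 and 7.96 ± 1.38, with a difference of 4.17 (exact p = 0.0238, adjusted p = 0.0278). All P2 and P3 libraries scored above all P1 libraries of the same tissue in these 4 comparisons. On the log2 scale, the median over genes in place of the mean moved the G1/S difference of periosteum most, to 3.72, and rescaling the values to the same total per library moved that of bone marrow most, to 4.81. These rises from P1 to P2 and P3 were larger than in muscle, by 2.97 in periosteum and 4.18 in bone marrow for G1/S (permutation of tissue labels, p = 0.00238 and 0.000108, adjusted p = 0.00667 and 0.00152), and by 3.56 and 3.43 for G2/M (p = 0.0066 and 0.000325, adjusted p = 0.0154 and 0.00152). P2 of both tissues also held erythroid transcripts. The 4 globin genes made up 24.1% to 38.6% of all normalized counts in periosteum P2 and 44.2% to 47.3% in bone marrow P2. Whether the rise in P2 came from Prx1 cells or from erythroid RNA was not separated.

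**Figure D2:**
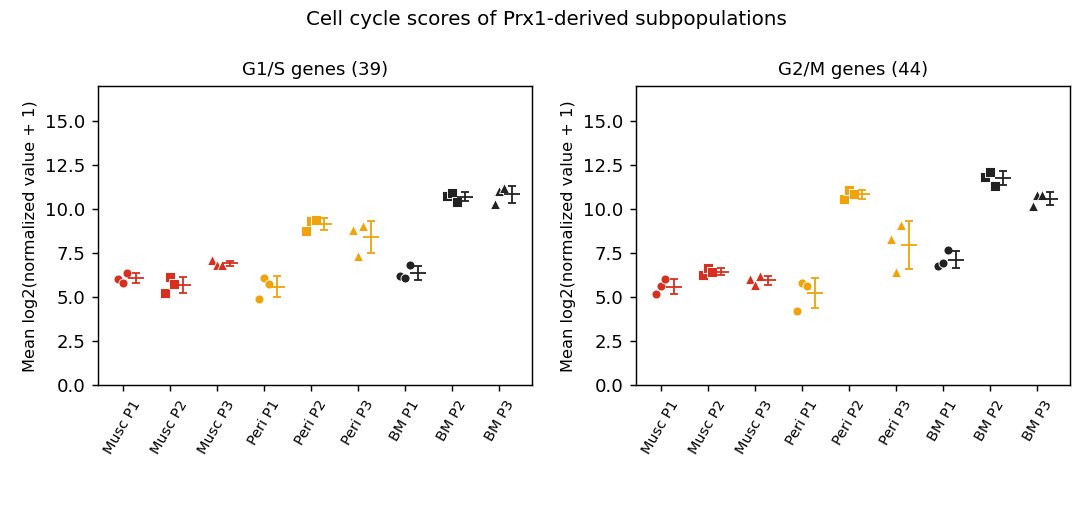
Scores of the 39 G1/S genes (left) and the 44 G2/M genes (right) in each library, as mean log2(normalized value + 1) on the y axis and tissue and subpopulation on the x axis. Points are replicates and the bars beside them show the mean and SD (n = 3), with P2 and P3 above P1 in every library of periosteum and bone marrow.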

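In muscle the G1/S score was 5.70 ± 0.46 in P2 and 6.93 ± 0.15 in P3, and the mean of both differed from P1 by 0.22 (two-sided exact permutation test, p = 0.643, n = 3 against 6), a difference that became -0.037 after rescaling to the same total per library. The G2/M score was 6.46 ± 0.21 in P2 and 5.98 ± 0.25 in P3, which was 0.61 above P1 (exact p = 0.0476, adjusted p = 0.0513 over 14 tests). The exact p was above 0.05 in 7 of the 9 fits that each left out 1 library, among them 0.39 with p = 0.179 without P1 replicate 1. P2 exceeded P1 in G2/M by 0.85 (exact p = 0.1, the smallest for 3 libraries against 3). P3 exceeded P1 in G2/M by 0.37 (exact p = 0.2). In G1/S the changes of P2 and P3 went opposite ways. P3 exceeded P1 by 0.83 (exact p = 0.1), and P2 differed from P1 by -0.40 (exact p = 0.3). Muscle as a whole scored lower than periosteum, by -1.49 for G1/S (exact permutation within subpopulations, p = 0.0143, adjusted p = 0.0181) and by -2.00 for G2/M (p = 0.0113, adjusted p = 0.0167). In P1 alone the means were higher in muscle than in periosteum, 6.10 against 5.61 for G1/S and 5.61 against 5.24 for G2/M. The lower scores of muscle lay in P2 and P3. In P2 they were 5.70 against 9.17 for G1/S and 6.46 against 10.85 for G2/M. Single subpopulations were not tested between tissues. Relative to bone marrow, muscle as a whole differed by -3.07 for G1/S (exact permutation p = 0.001, adjusted p = 0.0035). For G2/M the difference was -3.82 (exact permutation p = 0.00025, the smallest the design allows, adjusted p = 0.00152). Mki67 was at 57 ± 41.7 in P1, 401 ± 142 in P2 and 71.6 ± 2.92 in P3 of muscle (SD, n = 3). Its log2 fold change in muscle P1 was -2.04 (standard error 0.59, adjusted p = 0.0958) against P2 and P3. Over the alternatives the adjusted p was 0.0304 with quantile normalization (-2.30) to 0.196 with rescaled totals (-1.76), and without muscle P1 replicate 2 the change was -1.02 (adjusted p = 0.799). Against P2 alone it was -3.24 (standard error 0.68, adjusted p = 0.00264). Leaving out 1 of these 6 libraries, a test chosen after these values were seen, gave -3.75 to -2.22, the last without muscle P1 replicate 2 (adjusted p = 0.0269).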

Remarkably, all Prx1 subpopulations from muscle did not show cell proliferation, suggesting an exit from the cell cycle that is seen with quiescence.

Common cell markers of mesenchymal stem/progenitors and osteogenesis were used as a comparison. Markers previously known to define mesenchymal marrow stromal cells such as Gremlin1, Cxcl12, Leptin R, periosteal progenitor makers, Cathepsin K, Postn, and markers universally associated with all sources of MSCs, PDGFRα, Ly6a were included. Muscle Prx1 subpopulations did not express osteogenic genes equal to the periosteal or bone marrow derived cells but exhibited high expression of mesenchymal stem/progenitor cell markers, suggesting they remain at a primitive state without differentiating. By contrast, the P1 cells of the periosteum and bone marrow showed enrichment of several known osteogenic genes, such as runx2, sp7, bglap, alpl, *etc.* The results demonstrated a large overlap with common mesenchymal stem/progenitor markers (Figure 5D). 

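The mean of log2(normalized count + 1) over the 7 osteogenic genes of Figure 5D was 9.93 ± 0.34 in P1, 4.00 ± 0.60 in P2 and 8.97 ± 0.13 in P3 of muscle (SD, n = 3). This osteogenic score was lower in muscle than in periosteum by -3.74 (two-sided exact permutation within subpopulations, p = 0.00025, the smallest possible, adjusted p = 0.00175 over 7 marker tests) and lower than in bone marrow by -3.23 (exact p = 0.00075, adjusted p = 0.00263). On the log2 scale, a pseudocount of 0.1 moved the first difference most, to -3.98. All 7 genes were DEGs with lower levels in muscle than in periosteum, and 6 were in muscle against bone marrow, where Alpl had a log2 fold change of -0.32 (standard error 0.31, adjusted p = 0.494). In muscle against periosteum the call of Dmp1, -3.08 (standard error 1.01, adjusted p = 0.0291), was lost in 5 of 18 fits that each left out 1 library, with adjusted p values up to 0.0653 without periosteum P3 replicate 3. The score of the 7 mesenchymal stem/progenitor genes was 10.39 ± 0.26, 9.37 ± 0.35 and 10.94 ± 0.10 in P1, P2 and P3 of muscle. Its difference was 0.25 from periosteum (exact p = 0.42) and 1.15 from bone marrow (exact p = 0.0275, adjusted p = 0.0321), and without bone marrow P3 replicate 2 the last p was 0.0503. In P1 cells alone the mean log2 fold change of these genes was lower in muscle, -0.44 against bone marrow, with 1 DEG higher and 3 lower, and -0.45 against periosteum, with no DEG and 1 gene at an unadjusted p below 0.05. The single genes went both ways. Ly6a was at 15844 ± 3308 in P1, 10619.6 ± 2777 in P2 and 23013 ± 2599 in P3 of muscle and had a log2 fold change of 7.94 (standard error 0.34, adjusted p = 2.62e-14) against bone marrow. For Postn it was 3.88 (standard error 0.71, adjusted p = 0.000173). Grem1, Lepr and Cxcl12 were lower in muscle than in bone marrow, with log2 fold changes of -4.62 (adjusted p = 4.35e-05), -2.02 (adjusted p = 0.00117) and -1.71 (adjusted p = 3.37e-05). Against periosteum Postn was the only DEG of the 7, at 1.92 (adjusted p = 0.04997), and it was lost in 13 of 18 fits that left out 1 library, with p values up to 0.111 without periosteum P3 replicate 1, and under 7 of 9 alternatives, with p values up to 0.0978. Among the 19 genes that the paper names or sorts on, 8 were DEGs between muscle and periosteum and 16 between muscle and bone marrow, and 11 and 17 had an adjusted p below 0.05 when adjusted over the list alone.

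**Figure D3:**
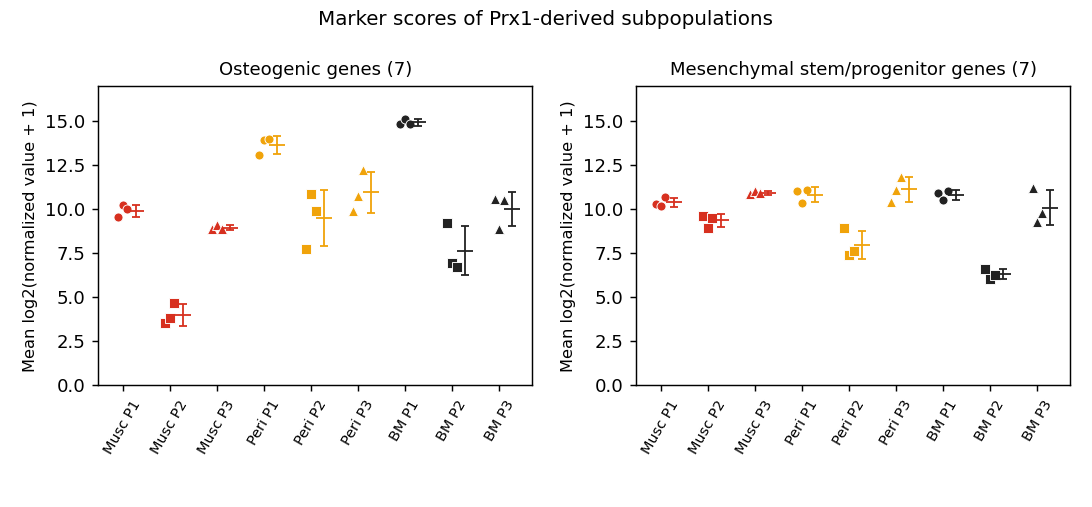
Scores of the 7 osteogenic genes (left) and the 7 mesenchymal stem/progenitor genes (right) in each library, as mean log2(normalized value + 1) on the y axis and tissue and subpopulation on the x axis. Points are replicates and the bars beside them show the mean and SD (n = 3), and the osteogenic score is lowest in muscle P2, at 4.00.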

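The osteogenic score was 13.66 ± 0.50 in P1, 9.51 ± 1.61 in P2 and 10.96 ± 1.16 in P3 of periosteum, and 14.94 ± 0.17, 7.64 ± 1.40 and 10.01 ± 0.96 in P1, P2 and P3 of bone marrow (SD, n = 3). In bone marrow all 7 osteogenic genes were DEGs with higher levels in P1 than in P2 and P3. Runx2 had a log2 fold change of 3.68 (standard error 0.99, adjusted p = 0.00976), Sp7 6.83 (standard error 1.15, adjusted p = 0.000136), Bglap 9.15 (standard error 0.85, adjusted p = 3.25e-08) and Alpl 5.96 (standard error 0.46, adjusted p = 2.34e-09). In periosteum 4 of the 7 were DEGs, namely Bglap at 6.32 (standard error 0.85, adjusted p = 1.91e-05), Alpl at 2.76 (standard error 0.46, adjusted p = 0.000303), Ibsp at 4.49 (standard error 0.74, adjusted p = 0.000235) and Dmp1 at 5.00 (standard error 1.52, adjusted p = 0.0377). The call of Dmp1 was lost in 6 of 9 fits without 1 library, with p values up to 0.101 without periosteum P1 replicate 3, and under 5 of 9 alternatives. With only the periosteum groups fitted, Dmp1 (adjusted p = 0.372), Alpl (0.111) and Ibsp (0.106) were no longer DEGs. Runx2 was at 1107 ± 197 in P1, 394 ± 201 in P2 and 597 ± 615 in P3 of periosteum, a log2 fold change of 1.50 (standard error 0.99, adjusted p = 0.358). Sp7 was at 1537 ± 519 in P1, 211 ± 186 in P2 and 297 ± 149 in P3, with 3.50 (standard error 1.15, adjusted p = 0.0541). It was past the threshold without periosteum P2 replicate 2 (adjusted p = 0.0249) or replicate 3 (adjusted p = 0.0183) and under 4 alternatives, with a pseudocount of 5 giving 3.27 (adjusted p = 0.0175). Bglap, on chromosome 3 from 88383501 to 88384464 (ENSMUSG00000074483), was at 185686 ± 51235 in periosteum P1 and 587502 ± 134781 in bone marrow P1. Of the 19 genes that the paper names or sorts on, 8 were DEGs for P1 in periosteum and 14 in bone marrow, and 11 and 16 when adjusted over the list alone at an adjusted p below 0.05. Of the 7 mesenchymal stem/progenitor genes, Ctsk, Postn, Pdgfra and Cxcl12 were higher in P1 of bone marrow as DEGs, and Ctsk and Postn in periosteum. Their score was 10.84 ± 0.42, 7.99 ± 0.80 and 11.13 ± 0.70 in P1, P2 and P3 of periosteum and 10.83 ± 0.29, 6.32 ± 0.28 and 10.10 ± 1.00 in bone marrow.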

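In muscle, P1 differed from P2 and P3 in 193 DEGs, 109 higher in P1 and 84 lower. Leaving out P1 replicate 1, 2 or 3 of muscle lowered the count to 99, 104 and 101. After rescaling to the same total per library the split was 164 higher and 66 lower. All 24 cartilage genes had a higher level in P1 of muscle, with a mean log2 fold change of 2.52 (adjusted p = 1.09e-16, camera), and Col11a1, Col11a2 and Comp were DEGs. Of the ossification genes, 29 of 30 were higher in P1, with a mean of 2.33 (adjusted p = 4.11e-20), and the DEGs were Bglap, Bglap2 and Ibsp. These genes are named after their values were seen. By exact permutation of the muscle libraries over 84 splits, the rise of 2.52 in the cartilage list had p = 0.0595 (adjusted p = 0.134 over 108 list tests). The ossification list, with all 31 genes in the table, rose by 2.27 in that test (exact p = 0.0238, adjusted p = 0.0714). P1 had 1514 DEGs against P2 alone and 86 against P3 alone. Against P2 the mean log2 fold change was 3.60 for the cartilage list and 3.70 for the ossification list, and against P3 it was 1.45 and 0.96 with no DEG in either list and 6 and 5 genes at an unadjusted p below 0.05. Chad, a cartilage gene, was at 15308 ± 3193 in P1, 329 ± 212 in P2 and 2869.8 ± 779 in P3 of muscle, and Col2a1 was at 7007 ± 6399 in P1, 296 ± 296 in P2 and 1524 ± 1168 in P3 (SD, n = 3).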

When compared with progenitor populations of muscle, P1 expressed cartilage development, ossification and tissue development GO terms (Figure S5b). *In vitro* culture confirmed multipotency of muscle-derived P1 cells with differentiation into osteoblasts, adipocytes and chondrocytes (Figure 5E). Thus, our results suggest muscle-derived SSCs possess unique properties when compared with other skeletal tissues.

### Muscle-derived Prx1 cells are quiescent but become activated with BMP2 and injury

Since the muscle-derived Prx1 cells maintained an overall quiescent state but still possessed osteogenic capacity, we investigated the level of activation of the muscle-derived Prx1 cells and if activation can lead to bone formation. Upon activation, quiescent adult stem cells transit into an activated state with increased proliferation, cell size, and ATP levels (Freter et al., 2010; Rodgers et al., 2014). Ki67 is used to label proliferating cells as it is a cell cycle protein specifically expressed in G1-S-G2-M phases of the cell cycle but is absent in the G0 phase (Gerdes et al., 1984; Scholzen and Gerdes, 2000; Hutchins et al., 2010). Immunofluorescent staining for ki67 confirmed that proliferating tdTomato tagged Prx1-derived cells were absent within the muscle. The implantation of the gelatin sponge with 0.5 µg BMP2, 5 µg BMP2, and fracture significantly increased the number of Ki67 + Prx1-derived cells with a dose dependent response (Figures 6A,B). Keeping with the *in vivo* results, we found that injury and 5 µg BMP2 increased levels of cellular ATP of the P1 subpopulation, which align with the previous results that only the 5 µg BMP2 could induce ectopic bone formation within the muscle. While stimulations with low amounts of BMP2 (0.5 ug) did not fully induce stem cell activation (Figure 6C). Additionally, the P1 subpopulations displayed a significant increase in cell size following injury relative to the quiescent state at homeostasis (Figure 6D). Collectively, these data indicate that quiescent muscle cells require greater stimulations to be active and prepare the cells for regeneration.

**FIGURE 6:**
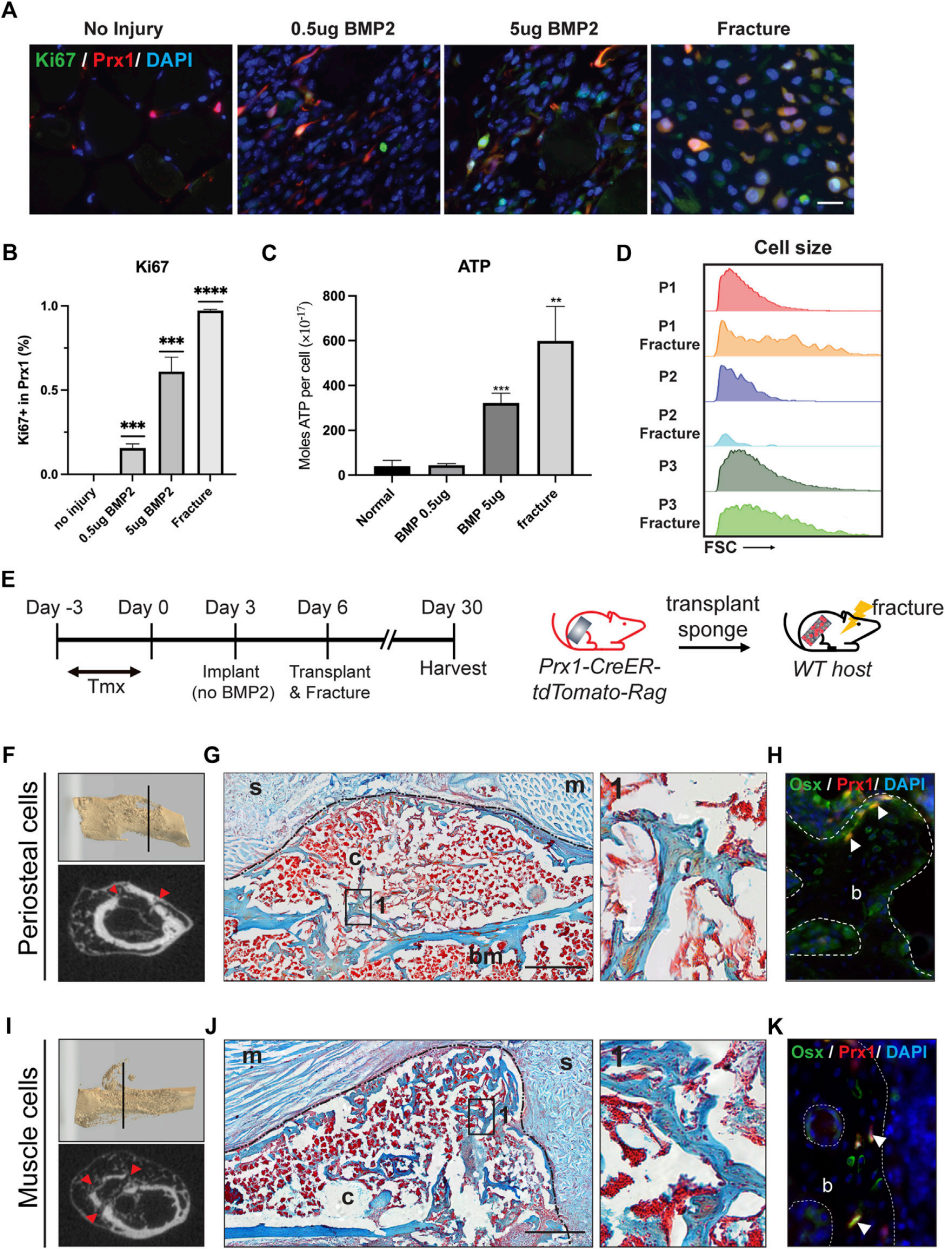
BMP2 and fracture activate muscle-derived Prx1 cells. **(A)** Co-labeling of Prx1 derived cells (red) with Ki67(green) in normal, BMP2 0.5µg, BMP2 5 µg and fracture conditions. Nuclei were labeled with DAPI (Blue). Scale bar = 25  μm **(B)**. Quantification of Prx1-derived cells that are Ki67+ in normal, BMP2 0.5µg, BMP2 5 µg and fracture conditions. **(C)**. P1 isolated from fracture injured and BMP2 5 µg treated muscle display elevated ATP level than normal and BMP2 0.5 µg groups. One-way ANOVA was performed followed by Tukey test to assess statistical significance. **p < 0.01, ***p < 0.001, ****p < 0.0001. n = 3. Data represent mean ± SD. **(D).** Compared with two other subsets, P1 subpopulations displayed a significant increase in cell size following fracture, as measured by the FSC parameter by FACS. **(E)**. Schematic representation of sponge transplantation with femur fracture. **(F–H)**. Results of periosteum cells from Prx1 reporter mice transplanted to the fracture femur of wild-type hosts. **(I–K)**. Results of muscle cells from Prx1 reporter mice transplanted to the fracture femur of wild-type hosts. **(F, I)**. Representative micro-CT of fracture calluses and surrounding tissue at Day24 post-transplantation. Top: 3D reconstruction of fractured femur. Bottom: micro-CT slice images, red arrowhead indicates fracture sites. **(G, J)**. Longitudinal section of the sponge and femur, stained with Safranin O. Black dotted lines represent boundaries of fracture callus. Right: Enlarged view of boxed region 1 showing bone formation. **(H, K)**. Adjacent section immunostained with osterix (green). Nuclei were labeled with DAPI (blue). The white arrowheads indicate co-labeling of Prx1 derived cells (red) with osterix. Scale bar = 500 μm for Safranin O, 50 µm for IF staining. B = bone; bm = bone marrow; c = callus; s = sponge; m = muscle. *n* = 3.

Following injury, the quiescent adult stem cells respond to external stimuli and become active. The periosteal-derived Prx1 cells within adult bones have been shown to participate in bone repair (Logan et al., 2002; Kawanami et al., 2009), however, few studies investigated how muscle-derived stem cell/progenitors participate in this process. Julien et al. showed muscle-derived Prx1 cells mediate the initial fibrotic response to bone injury and also participated in cartilage and bone formation (Julien et al., 2021). In our experiment, the femoral fracture model applies a blunt trauma onto the femur creating a closed, simple transverse fracture while inducing injury to both the muscle and femur. To investigatethe activity of the Prx1 cells in response to injury, especially how injury influence muscle Prx1 cells, gelatin sponges were transplanted from either the periosteum or muscle to the fracture site of the host animal. After 24 days the callus was formed and bridging occurred at the fracture site, as shown by micro-CT and Safranin O staining (Figures 6F,G,I,J). Both the periosteal and muscle Prx1-derived cells were detected within the callus and labeled with the osteogenic marker, Osterix. The transplanted cells survived surgery and injury, migrated to the fracture callus, and contributed to callus formation (Figures 6H,K). Collectively, these data indicate that muscle Prx1 cells are quiescent stem cells and require stimulation such as high levels of BMP2 or injury to become active and osteogenic.

## Discussion

In this study, the heterogeneity of a mesenchymal cell population marked by Prx1 expression was established across and within different tissues. Multiple features were examined, including transcriptomic differences in these cells and the extrinsic features such as the role of the local tissue environment and functional ability to differentiate in response to BMP2 signaling and fracture. Together, our analyses of homeostatic skeletal tissues, BMP2-induced ectopic bone formation, and injury conditions highlighted the distinct functional and molecular properties of muscle-resident skeletal stem cells, which are maintained in quiescent state but can be activated upon BMP2 and fracture stimulations.

The transplant study demonstrated the muscle environment is not permissive for bone formation under homeostasis, while the periosteum creates a supportive niche for SSCs to participate in bone remodeling and maintenance. Although the muscle derived Prx1 cells can differentiate toward the osteogenic lineage *in vitro*, these cells are not osteogenic when transplanted to a permissive bone-forming environment of the periosteum and only form bone *in vivo* when higher BMP2 concentrations are present relative to periosteal cells. These observations suggest that muscle cells possess an intrinsic regulatory mechanism allowing for an osteogenic capacity but requiring specific stimulation(s) to commit to the osteogenic fate. Of note, the true functional differences that cells exhibit *in vivo* provide more information on better understanding how cell behave in more physiological conditions and are not always fully seen under an artificial *in vitro* setting. Such *in vivo* and *in vitro* discrepancy is observed in many similar studies. For example, Greenblatts et al. (Debnath et al., 2018) transplanted periosteum stem cells (Cathepsin K+) and non-Cathespin K mesenchymal stem cells under the kidney capsule of wild-type recipient mice, showed periosteum stem cells underwent intramembranous bone formation while non-CathespinK MSCs were able to form cartilage, however both populations of cells showed tri-lineage differentiation capacities when culture *in vitro*. The finding of bone-forming cells in skeletal muscle is consistent with Chan et al. (Chan et al., 2015), who demonstrated unknown progenitor cells within the extra skeletal tissues can differentiate with BMPs. In addition, these muscle-resident mesenchymal cells have been shown to mineralize in bone repair, based on our findings and others (Julien et al., 2021). Previous studies (Oishi et al., 2013; Eisner et al., 2020; Leinroth et al., 2022) identified PDGFRα+ cells as the pathologic cell type associated with HO. 

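Pdgfra (ENSMUSG00000029231, chromosome 5 from 75152292 to 75198215) had normalized counts of 4079 ± 594 in P1, 3979 ± 1549 in P2 and 4859 ± 559.6 in P3 of muscle (SD, n = 3). In periosteum it was at 2908 ± 1487 in P1, 1301 ± 606 in P2 and 2411 ± 1082 in P3, and in bone marrow at 3387 ± 524 in P1, 125 ± 43.7 in P2 and 1091 ± 726 in P3. Its log2 fold change in muscle was 2.52 (standard error 0.27, adjusted p = 1.11e-07) against bone marrow and 1.11 (standard error 0.27, adjusted p = 0.00407) against periosteum, which is under the fold change threshold for a DEG. In P1 cells alone, muscle exceeded bone marrow by 0.27 (adjusted p = 0.929) and periosteum by 0.62 (adjusted p = 0.573). Without each library in turn the difference from periosteum stayed between 0.97 and 1.24.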

The muscle Prx1-derived cells showed a high expression of PDGFRα indicating the muscle Prx1-derived cells may be responsible for HO formation through a mechanism of activation and reviving their skeletogenic potential following pathological stimulus. Thus, our findings about muscle-resident mesenchymal cell population indicate their broad implications in understanding and treating skeletomuscular diseases and injury.

RNAseq analyses reveal that Prx1-derived population itself is heterogeneous and identified in this study are three distinct subpopulations. P2 and P3 subpopulations are enriched with cell-cycle related GO terms, indicating active cell proliferation and division, which is consistent with previous studies showing CD105-CD200-and CD105+CD200^variable^ labels skeletal progenitor cells that are more fate-limited and active in differentiation (Chan et al., 2015). Unsurprisingly, P1 subpopulation express markers previously shown to define mesenchymal stem cell, such as Ly6a, Ctsk. However, P1 also showed overexpression of osteogenic-related genes. 

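Ctsk (ENSMUSG00000028111) had a log2 fold change of 2.42 (standard error 0.31, adjusted p = 2.75e-06) in P1 against P2 and P3 over all tissues. The change was 0.39 (standard error 0.53, adjusted p = 0.995) in muscle and 5.18 (standard error 0.53, adjusted p = 1.47e-07) in bone marrow, and the difference between these tissues was 4.79 (adjusted p = 0.000206). In periosteum it was 1.70 (standard error 0.53, adjusted p = 0.0415), which lost its call in 6 of 9 fits without 1 library, with p values up to 0.13 without periosteum P1 replicate 1. It also lost it under 5 of 9 alternatives, with p values up to 0.311 with only the periosteum groups fitted. Ctsk was at 4650.02 ± 1293 in P1, 43.3 ± 27.7 in P2 and 504 ± 360.3 in P3 of bone marrow and 3412 ± 352 in P1, 924 ± 749.8 in P2 and 1659.9 ± 835 in P3 of periosteum (SD, n = 3). For Ly6a (ENSMUSG00000075602) the log2 fold change over all tissues was -0.85 (standard error 0.29, adjusted p = 0.0383). Its change in P1 of bone marrow was -2.09 (standard error 0.50, adjusted p = 0.00437), where P1, P2 and P3 were at 23.1 ± 4.02, 21.4 ± 9 and 530.3 ± 281, and quantile normalization left -1.10 (adjusted p = 0.18). In muscle the change was 0.016 (adjusted p = 1) and in periosteum -0.49 (adjusted p = 0.58). Both changed sign in some of the fits without 1 library, for example to -0.081 without muscle P1 replicate 1 and to 0.024 without periosteum P2 replicate 1. Ly6a was at 6614 ± 4329.5 in P1, 9461 ± 11591 in P2 and 12152 ± 2479 in P3 of periosteum.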

Recent studies (Matthews et al., 2021) found CD200 not only can identify skeletal stem cells but also labels mature osteogenic cells, raising the possibility that our P1 population contains osteoblasts/osteocytes. This overexpression is observed in all three tissues where bone marrow shows the most significant difference while muscle to a much less extent. It implies that muscle-derived skeletal stem/progenitor cells do not demonstrate osteogenic capacity under homeostasis unless they receive environmental signals, where bone marrow and periosteum counterparts are constantly turned over at a higher rate and involved in homeostatic maintenance of the bone tissue as previously suggested (Park et al., 2012; Bragdon et al., 2022).

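The rise of the osteogenic score from P2 and P3 to P1 was 3.45 in muscle (two-sided exact permutation test, p = 0.0238, n = 3 against 6, adjusted p = 0.0321 over 7 marker tests), 3.42 in periosteum (exact p = 0.0119, the smallest possible, adjusted p = 0.0208) and 6.11 in bone marrow (exact p = 0.0119, adjusted p = 0.0208). Every P1 library scored above every P2 and P3 library of its tissue. In muscle the p rose above 0.05 in 6 of 9 fits that each left out 1 library, to between 0.125 and 0.143. The difference between tissues, a test chosen after these values were seen, was -0.026 for periosteum minus muscle (permutation of tissue labels, p = 0.983) and 2.66 for bone marrow minus muscle (p = 0.0812). Bglap and Ibsp were the DEGs among the 7 genes in muscle, with log2 fold changes of 6.42 (standard error 0.85, adjusted p = 9.9e-05) and 4.44 (standard error 0.74, adjusted p = 0.00127). Bglap was at 8203 ± 4727 in P1, 10.3 ± 4.69 in P2 and 717 ± 240.2 in P3 of muscle (SD, n = 3). Against P2 alone 6 of the 7 genes were DEGs in muscle P1, and against P3 alone none was, with 2 at an unadjusted p below 0.05 and 2 when adjusted over the list alone. Between P1 cells, 6 of the 7 genes were DEGs with lower levels in muscle than in bone marrow and 3 were in muscle against periosteum. For Alpl, the change in bone marrow exceeded that in muscle by 5.59 (standard error 0.66, adjusted p = 6.12e-06), and no other gene of the 7 differed at an adjusted p below 0.05 between these tissues.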

Quiescence is a unique property in which many adult stem cells exist in a non-proliferative state. Stem cells are elaborately maintained in the reversible G0 state but poised for activation, they can transiently re-enter the cell cycle to proliferate and differentiate (Urbán and Cheung, 2021). Although this aspect of stem cell biology has been extensively studied in cell types like muscle satellite cells or neural stem cells (Matsubara et al., 2021; Brunet et al., 2022; Sousa-Victor et al., 2022), the regulation of the quiescent state in mesenchymal stem cells remains largely unexplored. Here we show there is a diversity of quiescence among Prx1-derived cells in different tissues. 

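Top2a, a G2/M gene, was at 409 ± 224 in P1, 11857 ± 3689 in P2 and 4514 ± 958 in P3 of bone marrow and at 111 ± 129 in P1, 9854 ± 3737 in P2 and 1143 ± 1016 in P3 of periosteum (SD, n = 3). Its log2 fold change in P1 against P2 and P3 was -4.27 (standard error 0.83, adjusted p = 0.000631) in bone marrow and -5.98 (standard error 0.83, adjusted p = 2.69e-05) in periosteum, where the adjusted p was 0.0924 with only the periosteum groups fitted. In muscle it was at 94.3 ± 35.7 in P1, 195 ± 114 in P2 and 162 ± 88 in P3, a change of -0.81 (adjusted p = 0.946). Mki67 was at 407 ± 256 in P1, 22669 ± 5662 in P2 and 4718 ± 1246 in P3 of bone marrow and 199.6 ± 121 in P1, 10842 ± 3191 in P2 and 1646 ± 505 in P3 of periosteum. Its changes in P1 were -4.84 (standard error 0.59, adjusted p = 1.93e-06) in bone marrow and -4.62 (standard error 0.59, adjusted p = 8.92e-06) in periosteum. The difference of the change from that in muscle was -2.80 (adjusted p = 0.0392) for bone marrow and -2.58 (adjusted p = 0.106) for periosteum in Mki67, and -3.46 (adjusted p = 0.0743) and -5.17 (adjusted p = 0.0162) in Top2a.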

P2/P3 from bone marrow and periosteum display high propensity to cycle, which enable a rapid response to bone injury and tissue homeostasis. In contrast, skeletal muscle maintenance and repair is believed to be mainly regulated by satellite cells, which can proliferate and differentiate into myoblasts. Though skeletal stem cells are abundant in healthy muscle, our work indicates these quiescent Prx1-derived cells serve as a reserve pool of stem cells which are distinct from satellite cells, and their dormancy is only reversed by strong environmental or injury-induced signals. Recent literature (Joe et al., 2010; Julien et al., 2021) suggests they can also rapidly differentiate into fibroblasts in response to acute muscle damage, which infers their role in regeneration and how environment controls their fate decisions. However, the molecular mechanisms that regulates functionally distinct states require further investigation. Several studies highlighted the role of G-protein-coupled receptors (GPCRs) -mediated signaling in maintaining quiescence of adult stem cells (Chagin et al., 2014; Codega et al., 2014). Notably, calcitonin receptor (Calcr), a GPCR receptor, is reported to keep muscle satellite cells in their quiescent state (Yamaguchi et al., 2015). Among three muscle Prx1-derived subpopulations, only stem cell population P1 showed a high expression of Calcr than the other progenitor subsets, strongly suggesting that muscle SSCs are also regulated in a quiescent state through Calcr (Figure 5D). 

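Calcr (ENSMUSG00000023964, chromosome 6 from 3685680 to 3764714) had normalized counts of 384 ± 115 in P1, 9.69 ± 8.62 in P2 and 6.26 ± 2.78 in P3 of muscle (SD, n = 3). Its log2 fold change in muscle P1 against P2 and P3 was 5.84 (standard error 1.45, adjusted p = 0.0427). The call was lost in 8 of the 9 fits that each left out 1 library, with adjusted p values up to 0.204 without muscle P1 replicate 1, while the log2 fold change stayed between 5.18 and 6.21. The call was also lost under 4 of 9 alternatives, over which the adjusted p was 0.00196 to 0.278. The highest came with a pseudocount of 0.1, at a log2 fold change of 6.52. The standard error of 1.45 uses the spread of all 9 groups. On the log2 scale the SD of Calcr was 2.89 to 3.52 in the periosteum groups. In muscle P1, P2 and P3 it was 0.41, 2.29 and 0.55. Compared with single groups, the log2 fold change of muscle P1 was 5.92 (standard error 1.67, adjusted p = 0.0252) against P2 and 5.76 (standard error 1.67, adjusted p = 0.167) against P3. The change in bone marrow was -2.58 (adjusted p = 0.217) and differed from that in muscle by -8.42 (adjusted p = 0.0119). In periosteum it was 1.13 (adjusted p = 0.662), with a difference of -4.71 (adjusted p = 0.27). Of 11 genes of satellite cells, 9 were higher in every muscle P1 library than in every P2 and P3 library, where chance gives 1.19% of genes, among them Pax7 at 299 ± 112 and Myf5 at 593 ± 64.4 in P1, both named after their values were seen.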

Besides, BMP2 is an essential mediator of the endogenous bone repair response, which function cannot be compensated by other stimuli (Tsuji et al., 2006). Here, we show that both exogenous BMP2 and fracture-induced endogenous BMP2 can promote the activation of muscle SSCs, indicating BMP2 signaling pathway may serve as a negative regulator of SSC quiescence.

Collectively, the data we present here demonstrate the Prx1 cell population is highly diverse between skeletal tissues and within the tissues they reside. Skeletal muscle stem cells are abundant in the tissue, can quickly enter cell cycle in response to external stimuli. Since muscle skeletal stem cells yield the cellular pool required for bone regeneration, it provides the opportunity that manipulating their activity may provide new opportunities to treat orthopedic diseases. A better understanding of skeletal stem cell quiescence and the intrinsic mechanisms by which cells respond to environmental signals will undoubtedly aid the design of new therapeutic approaches based on enhancing stem cell functionality.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE218550.

How the deposited data were processed for this re-analysis (not part of the article)

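Prx1-tdTomato cells without CD45 from bone marrow, periosteum and muscle of mice were sequenced as 3 subpopulations per tissue with 3 replicates each. The values are signal values in the sense of a processed table: per the authors, reads were trimmed with Trim Galore, aligned with STAR and handled as counts with DESeq2, and the table as deposited holds normalized counts. The steps between low values moved from gene to gene, so the authors' factors were not 1 number per library. Over all genes, 24.8% to 92.8% of the values of a library were near a whole number of estimated reads, where 95% was needed to recover reads, and the step was estimated from 11976 genes with 1 transcript. Read counts were therefore not used and no counting error is given. Totals per library are sums of normalized counts, given per group beside the first result. Of 30153 entries, 2455 were listed at 0 in all 27 libraries, 185 share a symbol with another, 3 have no symbol and 1 is named as a transgene. The filter of at least 10 in at least 3 libraries removed 11711 entries.

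Tests on single genes used limma 3.58.1 in R 4.3.3, with lmFit and eBayes with a trend, on log2(normalized count + 1) with a pseudocount of 1, a mean for each of 9 groups and Benjamini-Hochberg adjustment over the genes kept in each comparison. The comparisons were the 3 pairs of tissues, P1 against P2 and P3 over all tissues and in each tissue, and, for the cell cycle scores, the differences of the last between tissues. Outside this plan, and added after the data had been opened, are the comparisons of P1 or P3 with single groups, of P3 with P1 and P2, of P1 cells alone between tissues, and of the changes of single genes and of the osteogenic score between tissues. Genes named in the text were all genes the paper names for these data, the sorting markers, Mki67 and Top2a, and for each pair of tissues and for P1 over all tissues the 3 largest changes in each direction among DEGs without overlap between libraries, and genes among the 5 with the highest mean level of a list. Other genes named are said to have been chosen after their values were seen. Gene lists were written by hand for ossification, cartilage, the myofibril, leukocytes, erythroid, endothelial, satellite, Schwann and mural cells, tenocytes, fibro-adipogenic progenitors, immediate early genes and the sex chromosomes. The cell cycle and marker lists were read from Figures 5C and 5D. List tests used camera with a correlation of 0.01. The mean of a list per library was compared by exact permutation, within subpopulations for tissues, and differences between tissues by permuting tissue labels. Scores, principal components and figures used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

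The samples, comparisons, lists and alternatives were fixed before the data were examined, except for the comparisons named above as outside the plan and the tests and the alternative said in the text to have been chosen after results or values were seen. The alternatives were pseudocounts of 0.1 and 5, no filter and a mean of at least 50, the replicate number as a block, eBayes without trend, rescaled totals, quantile normalization, the groups compared alone, fewer terms, other thresholds, fry and an estimated correlation, other scores, and each library left out in turn. The genes tested were held at the main filter for the scaling, groups-alone and leave-one-out alternatives. The replicate numbers did not pair the libraries: over 36 pairs of groups, residuals of libraries with the same number had a mean r of 0.000242, from -0.11 to 0.0789. The fit was tested on simulated data with 200 genes changed by a log2 fold change of 3. A first simulation with negative binomial noise recovered 95 of them with 6 other genes called. After the noise was changed to log2-normal with the SD of each gene, 132 were recovered, all in the right direction, with 10 other genes called. The GO enrichments and any test on reads were left out, and the imaging, culture and transplantation experiments were not analysed here.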

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

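Apart from the score differences between tissues, which were planned, the tests in this part were chosen after results had been seen, and so was the limit of at least 2 on the log2 scale for a list. Over 108 tests of 12 lists in 9 groups, 45 had an exact p below 0.05 and the smallest Benjamini-Hochberg adjusted p was 0.0536. That is what the smallest possible p of 0.0119 became after the adjustment, so no list could pass 0.05 unless more of the tests had reached that smallest p, and the correction says nothing against them.

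The rise of the cell cycle scores from P1 to P2 and P3 was larger than in muscle by 2.97 (G1/S) and 3.56 (G2/M) in periosteum and by 4.18 and 3.43 in bone marrow. Library totals and size factors are argued against, since after rescaling to the same total the smallest of these 4 differences from muscle was 3.17 and the smallest rise within periosteum or bone marrow was 3.14. RNA of erythroid cells in P2 stays open: 24 of 24 erythroid genes were higher in every P2 than in every P1 library of both tissues, where 0.25% is expected by chance. In P3 of bone marrow the 4 globin genes were -4.66 below P2, while the G1/S score differed from P2 by 0.14 (spread 0.54). The G2/M score fell by -1.15 (spread 0.55), which goes in part with the globin genes but was 3.51 less than their fall (spread 0.773). This argues against the same globin-rich cells as the whole source. The erythroid genes other than globin fell by -2.01 (spread 0.721) from P2 to P3, beyond the G1/S score by 2.15 (spread 0.903) and beyond the G2/M score by 0.857 (spread 0.908). That argues against the same erythroid cells as the whole source for G1/S, and for G2/M these cannot be told apart at that spread. Early erythroid cells with little globin stay open there, with 18 of 20 other erythroid genes higher in every P3 than in every P1 library (5% by chance), and 15 of 20 in periosteum P3. For periosteum P3 and the same erythroid cells as in P2, the gap between the fall of those genes and of the score was 2.80 for G1/S (spread 1.54) and 0.666 for G2/M (spread 1.83). These cannot be told apart at that spread. A difference between tissues in cycling also stays open and was not separated from these sources.

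In 450 genes the change from P2 and P3 to P1 differed between periosteum and muscle past the threshold, and in 1366 between bone marrow and muscle. These counts come from limma's test of the difference, with the spread of a gene shared over all 9 groups. No technical or biological explanation was tested for them as a set.

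The erythroid list was higher in P2 than in the other subpopulations by 3.22 in muscle, 6.31 in periosteum and 4.17 in bone marrow (exact p = 0.0238 in each, adjusted p = 0.0714), data the paper does not discuss. The genes with the highest levels were Hba-a2, Hbb-bs, Hba-a1, Hbb-bt and Car2. The 4 globin genes made up 45.3% of the values in bone marrow P2. The leukocyte list was higher in bone marrow P2 by 2.03 (exact p = 0.0357, adjusted p = 0.0964). No explanation was tested for either apart from the genes of the lists themselves.

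The endothelial list was higher in P3 by 4.01 in muscle, 6.67 in periosteum and 4.79 in bone marrow (exact p = 0.0119 in each, the smallest possible). In muscle, periosteum and bone marrow 18, 18 and 17 of 21 genes were higher in every P3 library than in every other library of the tissue, where 1.19% is expected by chance, and Tek, Esam, Pecam1, Kdr and Vwf had the highest levels. These genes are the pattern itself, so RNA of endothelial cells in P3 and endothelial genes in the cells sorted on CD105 cannot be told apart.

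In muscle P1 the satellite cell list was higher by 4.23 and the Schwann cell list by 2.71 (exact p = 0.0119 in each). For Calcr, which is not in the list, RNA of satellite cells may be a source, since 9 of the 11 genes of the list were higher in every P1 library (1.19% by chance). For the list, a source in myofibres is argued against: from P3 to P2 the myofibril list rose by 8.57 while the satellite list changed by -0.49 (spread 0.33), and from P3 to P1 they rose by 3.35 and 3.99. This was test 3 of that source, after 2 others were set aside once their values had been seen. The Schwann list was not tested further. The tenocyte list was higher in P1 by 3.48 in muscle, 3.52 in periosteum and 3.79 in bone marrow (exact p = 0.0238, 0.0238 and 0.0119), and no explanation was tested.

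The transgene entry was above 0 in all 27 libraries, with a lowest value of 1181 in bone marrow P2, and the paper does not report it. In bone marrow its share outside the globin genes was 16.6 times higher in P1 than in P2, so globin taking most of the values is argued against as the whole cause. Fewer cells that carry the reporter stay open, as Prrx1 was higher in P1 by a log2 fold change of 3.62. The table does not say which sequence the entry holds.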

How the results depend on the processing

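The alternative that tested the myofibril list with P1 and P3 alone was chosen after the data were seen. The alternatives on recovered reads, with edgeR, DESeq2 and its variance stabilizing transformation, were not run because whole reads could not be recovered.

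Of 389 values of the 47 main results under alternative settings, 357 kept their direction and side of the threshold or stayed within the spread. In 657 leave-one-out fits, 634 did. Each left out 1 library, except that all libraries of 1 replicate number were left out for the principal components and the tissue share of variance. For 83 results on single genes, 711 of 747 values were unchanged under alternatives, with 26 weaker, 9 stronger and 1 reversed. In fits without 1 library 1162 of 1215 were, with 38 weaker, 3 stronger and 12 reversed. The cause was not tested except where the alternative itself changes the genes or samples.

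DEGs of P1 in muscle were 126 with a pseudocount of 0.1 and 305 with 5. With only the groups compared, DEGs of P1 were 907 in muscle, 216 in periosteum and 5720 in bone marrow. With a mean per tissue and no subpopulation term, DEGs were 1950 (muscle and periosteum), 2527 (muscle and bone marrow) and 1961 (periosteum and bone marrow), and without a tissue term those of P1 were 673. With only genes of a mean of at least 50, which tests fewer genes, the cartilage list was 1.57 higher in muscle than in bone marrow (adjusted p = 0.0661). With the estimated correlation it was 1.53 (adjusted p = 0.323) and the ossification list -1.78 (adjusted p = 0.0771). Shares of principal components 1 and 2 were 33.1% and 14.3% with a pseudocount of 0.1, 44.2% and 19% with 5, 20.9% and 13.7% with all genes, and that of component 2 was 14.9% with rescaled totals.

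The G2/M difference in muscle was 0.52 with a pseudocount of 5 (exact p = 0.0714), 0.86 as a median (exact p = 0.119), 0.195 as z-scores (exact p = 0.0595), 0.35 with rescaled totals (exact p = 0.167) and 0.47 with the Seurat lists (exact p = 0.0714). The mesenchymal stem/progenitor score of muscle minus bone marrow was 0.29 as z-scores (exact p = 0.133), and the osteogenic score of P1 in muscle 3.41 as a median (exact p = 0.0595). The G1/S difference in muscle reversed to -0.037 with rescaled totals, and Cxcl12 in muscle against periosteum to 0.000286.

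With a replicate block, where fewer permutations are possible, the p of 5 score results rose above 0.05 at the same difference: G1/S of muscle minus periosteum (-1.49, exact p = 0.0508), G2/M in muscle (0.61, exact p = 0.0741) and periosteum (4.17, exact p = 0.0741), the mesenchymal stem/progenitor score (1.15, exact p = 0.0781) and the osteogenic score in muscle (3.45, exact p = 0.0741). The replicate numbers did not pair the libraries. DEG counts with the block were 3785, 4005 and 3828 between tissues and 2693, 200, 1695 and 3470 for P1 overall and in muscle, periosteum and bone marrow.

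Across fits that each left out 1 library, DEGs of P1 ranged from 99 to 178 in muscle, with 104 and 101 without P1 replicates 2 and 3, from 1118 to 2561 in periosteum and from 2185 to 3732 in bone marrow. The G2/M difference in muscle ranged from 0.39 to 0.82, the osteogenic score of P1 in muscle from 2.86 to 3.97 and the mesenchymal stem/progenitor score of muscle minus bone marrow from 1.02 to 1.34. With all libraries of 1 replicate number left out, the share of component 1 ranged from 37.5% to 42.7% and that of component 2 from 16.8% to 17.3%. Single genes that reversed ranged in muscle against periosteum from -0.061 to 0.38 (Ctsk) and from -0.19 to 0.057 (Cxcl12), in muscle P1 from -0.086 to 0.20 (Ly6a), and in periosteum P1 from -0.23 to 1.01 (Spp1) and from -0.99 to 0.024 (Ly6a).

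Scaling moved the share of higher genes. Quantile normalization gave 49.3% higher in muscle than in periosteum in place of 84.4%, 50.1% higher in periosteum than in bone marrow in place of 19.3%, and 51.8% in bone marrow P1 in place of 39.5%. Rescaled totals gave 71.3% in muscle P1 in place of 56.5% and 28.2% in bone marrow P1. The median log2 fold change of all genes moved with quantile normalization from 0.56 to -0.014 for muscle against periosteum, from -0.69 to -0.097 for periosteum against bone marrow and from -0.39 to -0.16 in bone marrow P1. Rescaled totals moved it to 0.094 for muscle against bone marrow (from -0.097), -0.55 for periosteum against bone marrow, 0.23 in muscle P1 and -0.73 in bone marrow P1. The value of 1 read, up to 2.93, limits genes with values near it, and their fold changes depend on the pseudocount.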

Differences from the paper's values

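The shares of the principal components, about 35% and about 17% in Fig. 5A, read by eye, were 40.3% and 16.9% here, within the limits set for a difference, as were all alternatives except all genes for component 1, at 20.9%.

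Fig. 5B places chondrocyte and endochondral terms on the side of bone marrow against muscle, while the cartilage list was higher in muscle by 1.53. With an estimated correlation its adjusted p was 0.323. The paper states that muscle cells express osteogenic genes below those of bone marrow, and averaged over the subpopulations Alpl was the gene of the 7 that was not a DEG, at -0.32 (adjusted p = 0.494). In P1 cells alone all 7 were lower in muscle, by log2 fold changes from -6.31 to -4.05, with Alpl at -4.05 (adjusted p = 1.39e-05). The paper states that muscle cells express mesenchymal stem/progenitor markers at high levels, and does not claim that each exceeds bone marrow. Grem1, Lepr and Cxcl12, which it introduces as markers of marrow stromal cells, were lower in muscle than in bone marrow, at -4.62, -2.02 and -1.71. The other 4 of the 7 genes were DEGs with higher levels in muscle, and the score of the 7 was higher in muscle by 1.15.

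The paper names Runx2 and Sp7 as enriched in P1 of periosteum, in a sentence that contrasts these cells with muscle. Between P1 cells all 7 osteogenic genes were lower in muscle than in periosteum, by log2 fold changes from -4.63 to -2.97, 3 as DEGs. Against P2 and P3 of periosteum, Runx2 and Sp7 were not DEGs (1.50, adjusted p = 0.358, and 3.50, adjusted p = 0.0541). Within periosteum, Sp7 was called with a pseudocount of 5 (adjusted p = 0.0175), a mean of at least 50 (0.0438), rescaled totals (0.0361) and quantile normalization (0.0364). It was also called without periosteum P2 replicate 2 (0.0249) or 3 (0.0183). No setting called Runx2 there. It states overexpression of osteogenic genes by P1 in all tissues, in muscle to a smaller extent, and in muscle 2 of the 7 genes were DEGs. The other 5 were Runx2 at 1.80 (adjusted p = 0.62), Sp7 at 3.94 (0.103), Dmp1 at 4.71 (0.168), Spp1 at 2.47 (0.4) and Alpl at 0.37 (0.987). With only the muscle groups, Spp1 (adjusted p = 0.0434), Sp7 (0.00378) and Dmp1 (0.019) were called, and no alternative called Runx2 or Alpl. It states that no muscle subpopulation cycles, and by Ki67 staining it found no proliferating Prx1-derived cells in muscle. That staining measures protein and was given without a split into P1, P2 and P3. In muscle the G1/S score of P2 differed from P1 by -0.40 and the G2/M score by 0.85 (exact permutation p = 0.3 and 0.1). Mki67 transcripts were higher in muscle P2 than in P1, a log2 fold change of -3.24 for P1. It was -2.22 (adjusted p = 0.0269) without muscle P1 replicate 2, and the change of P1 against P2 and P3 together was not a call, at -2.04 (adjusted p = 0.0958).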

Other observations

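The tests in this part were chosen after results had been seen, apart from the leukocyte list of periosteum against bone marrow. That list, its comparison and the rescaling to the same total were fixed before the data were examined.

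The myofibril list was higher in muscle P2 than in P1 and P3 by 6.89 (exact p = 0.0119) and lower in muscle P3 by -5.96. It was also higher in bone marrow P2, by 2.70 (exact p = 0.0119), and in periosteum P2 by 1.47 (exact p = 0.0714). With P1 and P3 alone the smaller mean log2 fold change of muscle against another tissue was still 4.46, which argues against myofibre RNA in P2 alone. Myofibre RNA in every muscle subpopulation stays open, as the smaller Pearson r across the myofibril genes between P2 and another muscle subpopulation was 0.741, where genes are not independent replicates. Acta1, Tnnc2, Myl1, Atp2a1 and Tnnt3 had the highest levels.

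The leukocyte list was lower in periosteum than in bone marrow by -5.23 with rescaled totals, which argues against library totals and size factors. The 27 genes of the list lower in periosteum past the threshold are the pattern itself, so RNA of leukocytes in the bone marrow libraries and a difference in the Prx1 cells of these tissues cannot be told apart.

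The immediate early list was higher in muscle than in bone marrow by 4.56 (exact permutation p = 0.00025, the smallest possible), in periosteum than in bone marrow by 3.74 (exact permutation p = 0.00025) and in muscle than in periosteum by 0.82 (exact permutation p = 0.003). The time in digestion enzymes and the tissue cannot be told apart, since each tissue had its own digestion. The genes with the highest levels were Hspa1b, Fos, Egr1, Hspa1a and Jun.

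The mural cell list was lower in P2 by -4.31 in muscle and -4.09 in periosteum (exact p = 0.0119 in each), and the fibro-adipogenic progenitor list was higher in bone marrow P1 by 1.76 (exact p = 0.0119). The 4 genes of the Y chromosome in the sex chromosome list, Ddx3y, Eif2s3y, Kdm5d and Uty, were above 0 in every library, with a lowest value of 15.5 for Uty.

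Other splits of the same libraries were fitted, and each count includes the real split. Only the real split, 1 of 100, gave as many DEGs or a list mean as large for the DEGs and the cartilage, ossification and myofibril lists of muscle against periosteum, for the DEGs and the cartilage and myofibril lists of muscle against bone marrow, for the DEGs and the cartilage and leukocyte lists of periosteum against bone marrow, and for the DEGs and the ossification and cell cycle lists of P1 over all tissues. The count was 3 of 100 for the ossification list of muscle against bone marrow. For P1 in single tissues it was 4 of 84 splits for DEGs in muscle, 3 of 84 in periosteum and 2 of 84 in bone marrow, and 2 of 84 for the ossification list in muscle. For the cartilage list in muscle P1 it was 5 of 84, a share above 0.05. The splits of 1 tissue include those that set P2 or P3 apart, and for the cartilage list in muscle the largest was P2 against P1 and P3, at -2.88, so these counts do not measure chance alone.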
